# Doxycycline for transgene control disrupts gut microbiome diversity without compromising acute neuroinflammatory response

**DOI:** 10.1186/s12974-023-03004-4

**Published:** 2024-01-04

**Authors:** Emily J. Koller, Caleb A. Wood, Zoe Lai, Ella Borgenheimer, Kristi L. Hoffman, Joanna L. Jankowsky

**Keywords:** Doxycycline, Tetracycline transactivator, Gut microbiome, Antibiotic, Neuroinflammation, Lipopolysaccharide, LPS, Amyloid, APP transgenic mouse, Transcriptome, Microglia

## Abstract

The tetracycline transactivator (tTA) system provides controllable transgene expression through oral administration of the broad-spectrum antibiotic doxycycline. Antibiotic treatment for transgene control in mouse models of disease might have undesirable systemic effects resulting from changes in the gut microbiome. Here we assessed the impact of doxycycline on gut microbiome diversity in a tTA-controlled model of Alzheimer’s disease and then examined neuroimmune effects of these microbiome alterations following acute LPS challenge. We show that doxycycline decreased microbiome diversity in both transgenic and wild-type mice and that these changes persisted long after drug withdrawal. Despite the change in microbiome composition, doxycycline treatment had minimal effect on basal transcriptional signatures of inflammation the brain or on the neuroimmune response to LPS challenge. Our findings suggest that central neuroimmune responses may be less affected by doxycycline at doses needed for transgene control than by antibiotic cocktails at doses used for experimental microbiome disruption.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-023-03004-4.

## Introduction

The tetracycline transactivator (tTA) system is widely used for controllable transgene expression in mouse models of neurodegenerative disease [1–14]. In the tTA system, oral administration of tetracycline or its analog doxycycline (dox) is used to suppress transgene expression, or to activate transgenic expression with the reverse tTA system [15, 16]. While these systems provide a powerful and versatile platform for studying disease, off-target effects of dox have been noted [17]. Dox is used therapeutically to inhibit bacterial protein synthesis by interfering with ribosomal structure [18], however, it can also interfere with mitochondrial function and disrupt the gut microbiome [19–21].

The gut microbiome exists in a close relationship with the gastrointestinal tract to support metabolism, but also shapes nervous system development and disease through circulating metabolites [22–27]. Considerable attention has been focused on the role of gut microbiome in Alzheimer’s disease (AD) and Parkinson’s, where studies in both human cohorts and mouse models suggest a bidirectional relationship between gut bacteria and disease progression [23, 28–31]. Intentional disruption of the gut microbiome with high-dose antibiotic cocktail reduced neuropathology and altered microglial and astrocytic morphology in the brain [32–35]. Antibiotic-induced microbiome changes were reversed by fecal transplantation, and gut repopulation rescued effects in the brain [34, 36]. Subsequent work identified microglia as a central mediator of microbiome-associated changes in brain pathology [34, 37]. Together these studies showed that oral antibiotics can influence the progression and severity of neurodegenerative disease through their effect on the gut microbiome. These findings also raised concern that using dox to control transgene expression in tTA-dependent models of neurodegeneration might compromise the inflammatory responses needed to promote neuropathology.

Here we set out to determine whether dox treatment at doses used for transgene control altered the gut microbiome and whether any changes to bacterial populations would recover after dox withdraw. We also wanted to know if dox treatment—and its potential impact on the microbiome—would affect the neuroimmune response in the brain. Given the extensive literature describing a link between antibiotic-induced changes in the gut and amyloid pathology in the brain, we focused on a tTA-controlled model of Alzheimer’s amyloidosis [6]; however, we expect our findings will be broadly applicable to other tTA-dependent models of neurological disease.

## Methods

### Mice

CaMK2α-tTA mice (also known as CaMKIIα-tTA) were derived from the Jackson Laboratory strain #003010 (38. tetO-APPswe/ind line 102 mice were described by Jankowsky et al. {Jankowsky, 2005 #565) and are available as MMRRC stock #34845-JAX. Both lines were maintained by backcrossing on a C57BL/6 J background for more than 20 generations. tTA and APP lines were intercrossed to generate bigenic CaMKIIα-tTA; tetO-APP offspring. Males from this cross were mated with wild-type FVB/NJ females to produce tTA;APP double transgenic mice (hereafter referred to as APP/TTA or Tg) and wild-type (WT) siblings on an F1 FVBB6 background for this study. Animals of both sexes were used for all experiments; no animals were excluded from analysis. Animals were maintained on 5V5M breeder chow or 5V5R standard diet (LabDiet), with or without dox as noted below. Animals were raised in static isolator caging under 11:13 h lighting. All animal work was reviewed and approved by the Baylor College of Medicine Institutional Animal Care and Use Committee.

### Doxycycline treatment

Half of the animals studied here were treated with dox from postnatal day 3 until 6 weeks of age (*n* = 16, 10 WT and 6 Tg); the other half remained on standard unmedicated 5V5M and 5V5R chow throughout life (*n* = 20, 13 WT and 7 Tg). LabDiet 5V5M breeder chow was formulated with 100 mg/kg doxycycline (dox, BioServ #F10089); standard chow consisted of 5V5R diet formulated with 100 mg/kg dox (BioServ #F10088). Dox-medicated breeder chow was administered to dams and litters beginning on postnatal day 3 (P3) and continued until weaning at postnatal day 21 (P21). Weanlings were maintained on dox-medicated 5V5R chow until 6 wk of age (P42), and then switched to non-medicated 5V5R diet until harvest at 12 wk of age. Dox chow was changed wkly to prevent degradation of the antibiotic.

### Stool collection

Mice were placed in clean, empty, autoclaved cages and allowed to explore until they defecated. Stool was retrieved and snap-frozen in sterile tubes on dry ice for later analysis. Stool was collected at 6 wk of age immediately prior to ending dox treatment, and again at 12 wk of age following 6 wk of dox washout. Samples were stored at − 80 until they could be processed together as a complete batch.

### LPS treatment

Following the final stool collection at 12 wk of age, a subset of the WT mice was systemically injected i.p. with 2 mg/kg lipopolysaccharide dissolved in sterile saline (LPS, Sigma-Aldrich, #L3024-5MG). Control mice were injected with saline, these saline-injected WT mice had not been sampled for microbiome analysis. Mice were harvested 18 h after injection.

### Tissue harvest

All animals were harvested at 12 wk of age. Mice were killed by pentobarbital overdose and transcardially perfused with PBS. Brains were removed and hemisected along the midline. One hemisphere was post-fixed in 4% paraformaldehyde overnight at 4 °C; the other hemisphere was sub-dissected to isolate the cortex which was snap-frozen on dry ice and stored at − 80 °C. The following day, the fixed hemisphere was transferred to 30% sucrose in PBS, kept at 4 °C until equilibrated, and then stored at − 80 °C. Brains were sagittally sectioned with a freezing sliding microtome at 35 um; sections were stored in cryoprotectant at − 20 °C.

### Final group sizes and sex distributions

**Table:** 

Genotype	Age	Chow	LPS/saline	Sample sizes					
				Microbiome		Microbiome/NanoString		NanoString	
				M	F	M	F	M	F
WT	6 wk / 12 wk	Unmedicated	LPS	–	–	3	2	–	–
WT	6 wk / 12 wk	Dox	LPS	–	–	3	3	–	–
Tg	6 wk / 12 wk	Unmedicated	–	3	4	–	–	–	–
Tg	6 wk / 12 wk	Dox	–	3	3	–	–	–	–
WT	12 wk	Unmedicated	Saline	–	–	–	–	6	2
WT	12 wk	Dox	Saline	–	–	–	–	1	3

### 16S sequencing and analysis

Total genomic DNA was extracted from stool samples using the DNeasy PowerSoil Pro Kit (Qiagen). Sequencing libraries were generated via PCR, using primers targeting the V4 region of the 16S rRNA gene (forward: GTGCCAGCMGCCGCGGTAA; reverse: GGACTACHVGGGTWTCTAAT). Primers used for amplification also contained adapters for sequencing, and a single-index barcode was included on the reverse primer. Libraries were sequenced on the MiSeq platform (Illumina) using the 2 × 250 bp paired-end protocol. Raw sequencing files were converted to FASTQ and demultiplexed using ‘bcl2fastq’ software (Illumina). Demultiplexed reads were quality filtered and merged before clustering into operational taxonomic units (OTUs) at similarity cutoff 97% using the UPARSE algorithm [24]. Taxonomy was determined by mapping OTUs to a V4 region-limited version of the SILVA database (v.138.1) [25]. Prior to analysis, read counts were rarefied to 16,950 reads/sample, a depth that enabled sufficient saturation of bacterial richness. Microbiome analysis was performed using Agile Toolkit for Incisive Microbial Analyses (ATIMA) (atima.research.bcm.edu). Both α- and β-diversity were calculated using OTU level taxa. For evaluations of α-diversity and taxa abundance, Kruskal–Wallis and Mann–Whitney statistical tests were employed. Statistical assessment of β-diversity was determined using permutational multivariate ANOVA (PERMANOVA). Raw FASTQ files and sample metadata for 16S sequencing were deposited at the Sequence Read Archive (SRA) (https://www.ncbi.nlm.nih.gov/sra) under BioProject PRJNA1017521.

### mRNA extraction

Brains were homogenized using the Bead Ruptor Elite Bead Mill Homogenizer (#19-042E, OMNI International) in homogenization buffer from the RNeasy Plus Micro Kit (#74034, Qiagen) with Reagent DX added at 1:200 dilution (#1011008, Qiagen) to reduce foaming. Total RNA was extracted from frozen cortical tissue using RNeasy Plus Micro Kit following the manufacturer’s instructions. RNA quality and concentration were measured using a NanoDrop UV–vis spectrophotometer (#13-400-519, ThermoFisher).

### NanoString nCounter assay

RNA samples were hybridized with the NanoString nCounter Mouse Neuroinflammation Panel and processed by the NanoString Technologies Proof-of-Principle laboratory (Seattle, WA). The resulting data were exported and provided as a CSV file.

### NanoString data analysis

Differential gene expression analysis was performed using the edgeR pipeline v3.38.4 [26]. Counts were then normalized to library size using the ‘Upper Quartile’ method. Principal component analysis was first performed on normalized expression data to identify potential outlier samples. 

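Lcn2, Ccl5, Timp1, Msr1 and Marco, genes induced by LPS, carried the largest positive weights on the first principal component of the panel genes. Gpr34 and P2ry12, receptors of resting microglia, carried the largest negative weights beside Slc2a5, Arc and Bdnf. Along this component 1 LPS mouse, replicate 3, had a score of 3.22, against 11.0 to 13.4 in the other 4 mice of its group. Its Lcn2 count of 5449 lay under the 10667 to 11938 of those 4 mice. In the Untreated group, the Lcn2 count was 733 in replicate 3 and 13.6 to 128 in the other 7 mice. Both mice were kept in every comparison. The mean log2 count of the 6 positive control probes differed by 0.00 between LPS-injected and saline-injected mice before scaling (permutation p = 0.939) and by -0.12 after upper quartile scaling (permutation p = 0.0122). After the same scaling the 13 housekeeping genes differed by -0.11 (permutation p = 0.0015), with single genes from -0.30 for Asb10, under background in every mouse, to 0.51 for Gusb, the only one above 0. No pair of mice had count profiles close enough for a repeated sample, with a lowest chi-square per gene of 3.15 over the 59 pairs of the same group.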

No samples were removed from downstream analysis. Counts were first normalized to remove variation using positive and negative control genes in the RUVg function within RUVSeq v1.30.0 [27]. Results were calculated via the “likelihood ratio testing” parameter and Benjamin–Hochberg p-adjustment method. Genes with adjusted *p*-value < 0.05 and absolute value of log_2_FC above 0.5 were considered statistically significant. Heatmaps was created using ‘pretty heatmap’ package in R v1.0.12. Heatmap for all DEGs was generated using log_2_-transformed counts and scaled by row where colors represent row z-scores. Heatmap to compare between dox + LPS vs untreated and LPS vs untreated was generated using log_2_FC (fold change) values; colors represent raw log_2_FC values. Volcano plots were generated using the ‘Enhanced Volcano’ package in R v1.14.0 [28]. All genes were included in the analysis. Raw and processed NanoString data were deposited at Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under accession ID GSE236242.

### Immunohistochemistry

Brain sections were removed from cryoprotectant, washed in TBS, and treated with 0.9% hydrogen peroxide in TBS-T (1 × TBS + 0.01% Triton X-100) for 30 min at room temperature (RT). After washing with TBS again, sections were blocked for 2 h at RT with 5% goat serum in TBS-T. Sections were then incubated overnight at 4 °C in primary antibody diluted 1:1000 in blocking solution (GFAP, # Z033429-2 Agilent Technologies/Dako; Iba1, #019-19741, Wako). The next day, sections were washed with TBS, and incubated in biotinylated secondary antibody diluted 1:1000 in blocking solution for 2 h at RT (Vectastain Elite ABC Kit, Peroxidase Rabbit IgG: #PK-6101, Vector Laboratories). Sections were washed again before being incubated in A + B solution diluted in TBS (50 μl reagent A + 50 μl reagent B per 10 ml TBS) for 30 min at RT. After washing, antibody binding was detected with DAB Substrate Kit, Peroxidase (#SK-4100, Vector Laboratories). Sections were mounted onto Superfrost Plus slides (#12-550-15, Fisher Scientific), dried overnight, dehydrated through ethanol into xylene, and cover-slipped with Permount (#SP15-100, Fisher Scientific). Brightfield images were captured at 40 × magnification using a Zeiss AxioImager Z.2 microscope (Carl Zeiss AG, Oberkochen, Germany). Exposure time and lamp intensity were constant for all sections.

### Immunofluorescence

Brain sections were removed from cryoprotectant, washed in TBS, and blocked for 1 h at RT with 5% goat serum in TBS-T. Sections were then incubated overnight at 4 °C in primary antibody diluted in blocking solution (Ab9, 2.4 μg/ml, [39]). The next day, sections were washed with TBS and incubated in secondary antibody diluted 1:500 in blocking solution for 2 h at RT (Gt anti-Ms IgG2a-568, #A21134, Invitrogen). Sections were washed again before being incubated for 8 min at RT in 0.002% thioflavin-S diluted in TBS. Sections were then quickly rinsed twice in 50% ethanol, washed in TBS, mounted onto Superfrost Plus slides (#12-550-15, Fisher Scientific) and cover-slipped with Fluoromount-G (#0100-01, Southern Biotech). Fluorescent images were captured at 5 × magnification using a Zeiss AxioImager Z.2 microscope.

## Results

### Chronic dox administration perturbs the gut microbiome

We set out to test whether dox treatment used to control transgene expression in our APP/TTA model of Alzheimer’s disease might affect brain phenotypes by altering the gut microbiome. We also wanted to know if any change to the gut microbiome caused by dox exposure could be reversed by an equal period of drug washout. Our experimental design thus set out to answer three main questions: 1. How does dox treatment affect the gut microbiome composition? 2. Can normal microbiome composition be restored by drug withdrawal? 3. Does prior dox exposure affect the CNS response to immune challenge?

The current study was based on past work in which we treated APP/TTA mice (Tg) with dox for the first 6 wk of life to prevent transgene expression during postnatal brain development. This treatment period diminished hyperactivity and epileptiform activity in the adult that can interfere with cognitive testing [40, 41]. We administered dox from postnatal day 3 (P3) until 6 wk of age (P42); dox was then removed from 6 to 12 wk of age. Additional control animals were left untreated; both APP/TTA and WT mice were tested in each group. Fecal samples were collected at 6 and 12 wk to assess microbiome composition during dox treatment and following dox withdraw. One day prior to harvest, half of the WT mice received a single i.p. LPS injection to test whether prior dox exposure altered the neuroinflammatory response to an acute systemic challenge (Fig. 1A). By 12 wk of age, untreated Tg mice had developed a moderate plaque load across the cortex and hippocampus, while mice treated with dox for 6 wk had no amyloid pathology (Fig. 1B).

**Fig. 1:**
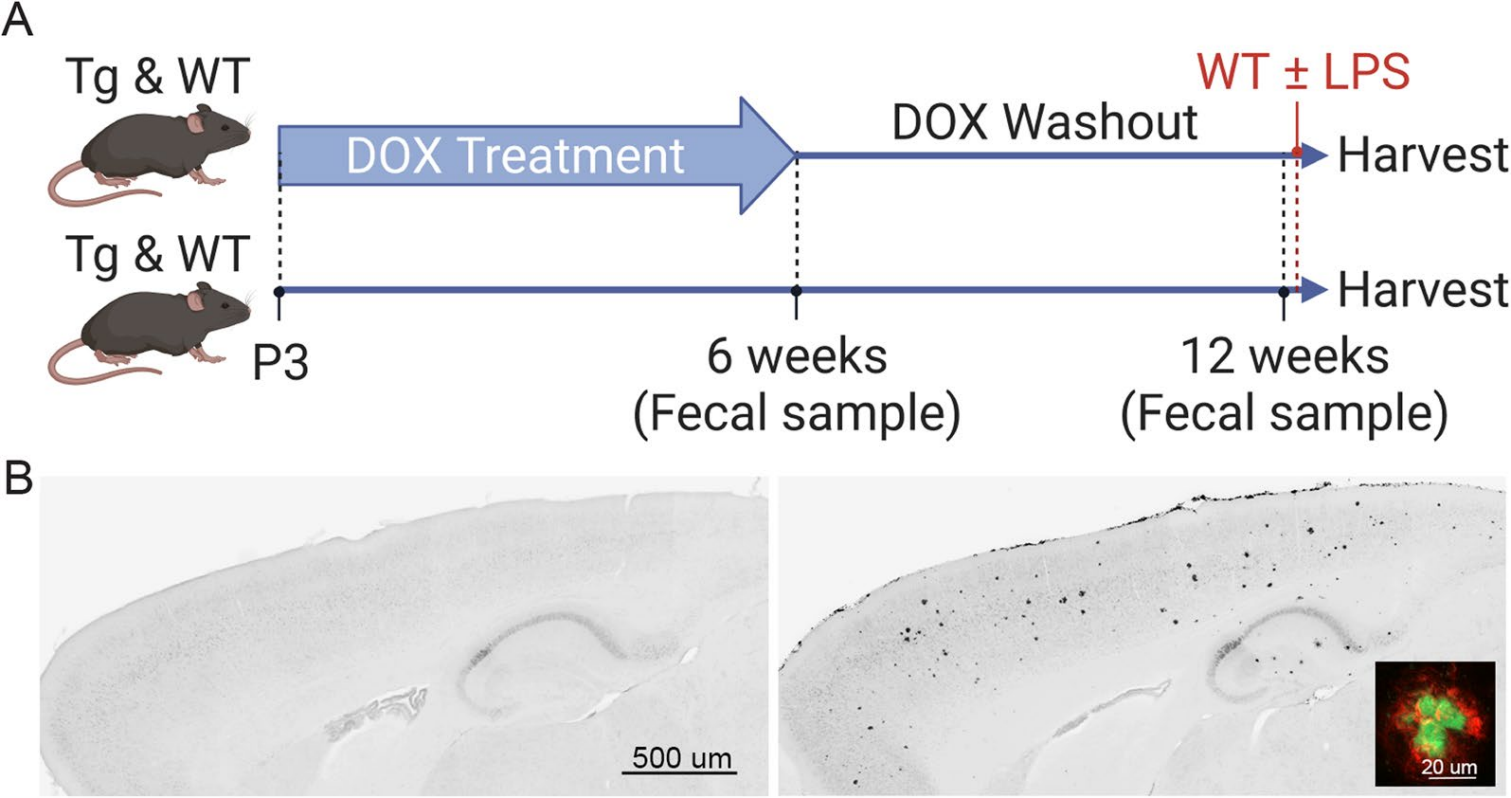
Schematic of experimental design.** A** Transgenic APP/TTA (Tg) and wild-type (WT) mice were split into two groups: one group received dox chow from P3 until P42, the other group received standard chow. At 6 wk, a fecal sample was collected from all mice and dox chow was removed. At 12 wk, another fecal sample was collected from all mice. Following fecal sampling at 12 wk, WT mice were used for LPS injection. Additional WT mice were injected with saline at 12 wk as controls for LPS without prior microbiome sampling. All mice, Tg and WT, were harvested 18 h after injection of the WT mice. **B** Aβ immunostaining of Tg mice harvested at 12 wk. Mice treated with dox for 6 wk followed by 6 wk of transgene expression showed no evidence of amyloid pathology (*left*). Amyloid pathology was observed across the cortex and hippocampus in untreated mice that expressed transgenic APP from birth (*right*). Most plaques were fibrillar deposits and co-labeled for Aβ (*red, inset*) and thioflavin-S (*green*). Created with BioRender

We first assessed whether 6 wk of dox treatment affected composition of the gut microbiome in each genotype (Fig. 2). 16S rRNA sequencing revealed that dox exposure decreased the number of bacterial operational taxonomic units (OTUs), a proxy for species, by a similar degree in both Tg and WT mice (Fig. 2A). In addition to decreasing the diversity of bacteria present, dox treatment reduced the evenness of microbial distribution across species in Tg mice, measured by Simpson index for α-diversity. WT mice treated with dox showed a trend towards lower evenness, but this change did not reach significance (Fig. 2B). Dox treatment also diminished the overlap in microbial community structure with untreated controls for both genotypes, measured by the weighted UniFrac metric for β-diversity (Fig. 2C, D). Finally, we found that dox affected distinct microbial phyla in each genotype. Firmicutes, Desulfobacterota, and Campylobacterota were reduced in only Tg animals, while Proteobacteria were significantly reduced in only WT mice. Actinobacteriota was the only abundant species (> 0.05%) that was significantly reduced in both genotypes (Fig. 2E). Taken together, our results indicate that 6 wk of dox treatment significantly diminished the number of different microbial phyla in both genotypes, but influenced bacterial evenness and composition in slightly different ways for Tg and WT animals.

**Fig. 2:**
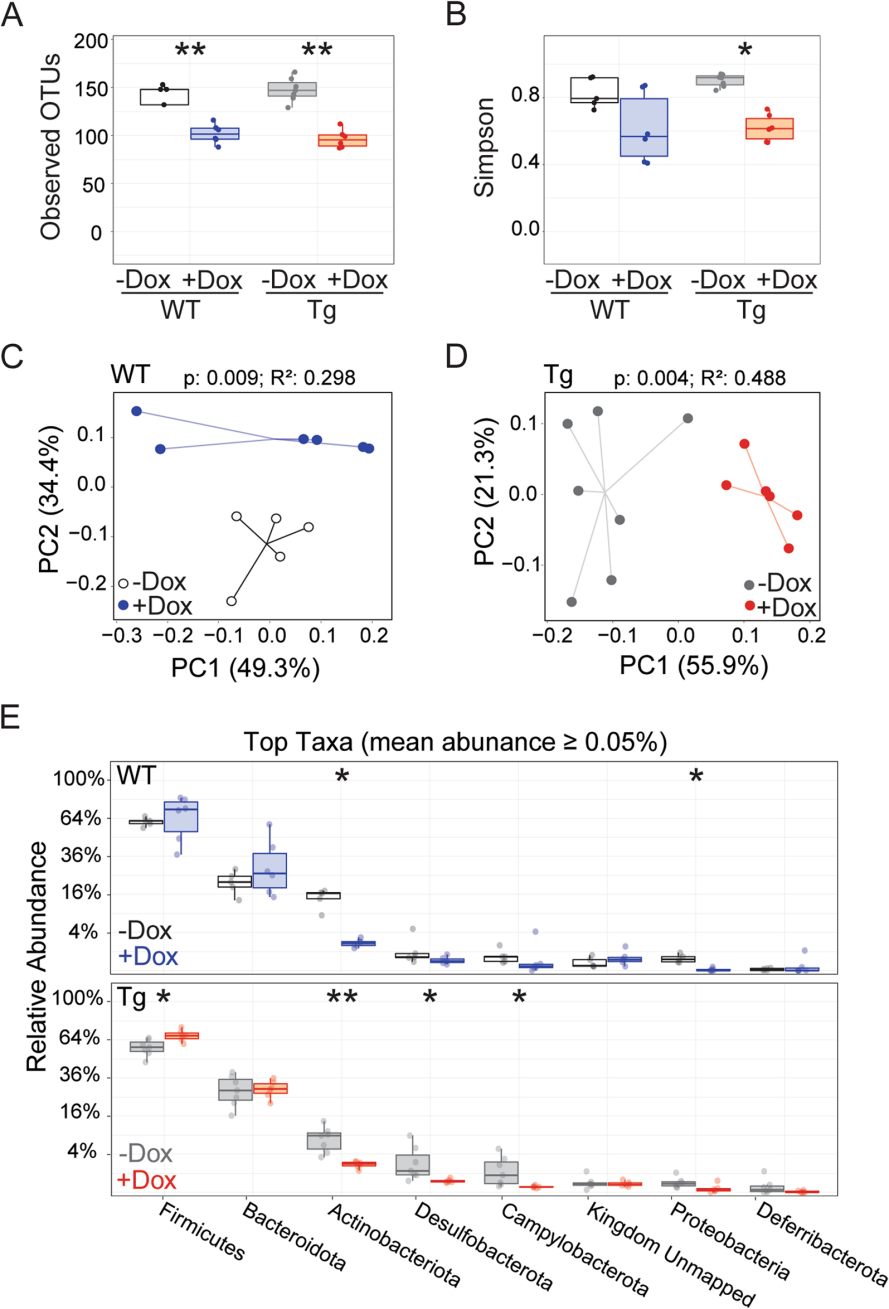
Dox treatment disrupts the gut microbiome in both Tg and WT mice. Analysis of gut microbiome from stool samples collected at 6 wk of age while half of each genotype was still receiving dox chow, focusing on the effect of dox exposure. **A, B** Observed OTUs (**A**) and Simpson index (**B**) reveal that dox treatment reduced α-diversity in both Tg and WT mice. **C, D** Principal coordinate analysis (PCoA) of weighted UniFrac distances indicate that dox altered β-diversity in both WT (**C**) and Tg mice (**D**). **E** The relative abundance of bacterial taxa was shifted by dox treatment in both genotypes. Statistical testing: Kruskal–Wallis (**A**, **B**), PERMANOVA (**C**, **D**), and Mann–Whitney U, reporting FDR-adjusted *p*-value (**E**). *n* = 5–7 mice/group. *p > 0.05, **p > 0.01. *Red* and *blue* = dox-treated Tg and WT, respectively; g*rey* and *white* = untreated Tg and WT, respectively

We next assessed whether genotype affected gut microbial composition in the absence of dox. Untreated Tg mice begin to accumulate Aβ by 6 wk of age, although this is prior to overt amyloid deposits. We also compared the effect of genotype on the microbiome response to dox. Results of these experiments were easy to summarize: we found no difference between genotypes for any measure of microbial diversity at 6 wk of age. OTU and Simpson index measures of α-diversity were similar between WT and Tg mice in untreated mice (Fig. 3A, B); both OTU and Simpson decreased with dox treatment, but did so equally in both genotypes. The weighted UniFrac measure of β-diversity was also similar between genotypes for untreated mice and remained so with dox treatment (Fig. 3C, D). Finally, relative abundance of the most prevalent taxa was similar between genotypes for each treatment condition (Fig. 3E). These results suggest that genotype had little effect on gut microbiome composition at 6 wk of age, regardless of whether APP overexpression was active or not.

**Fig. 3:**
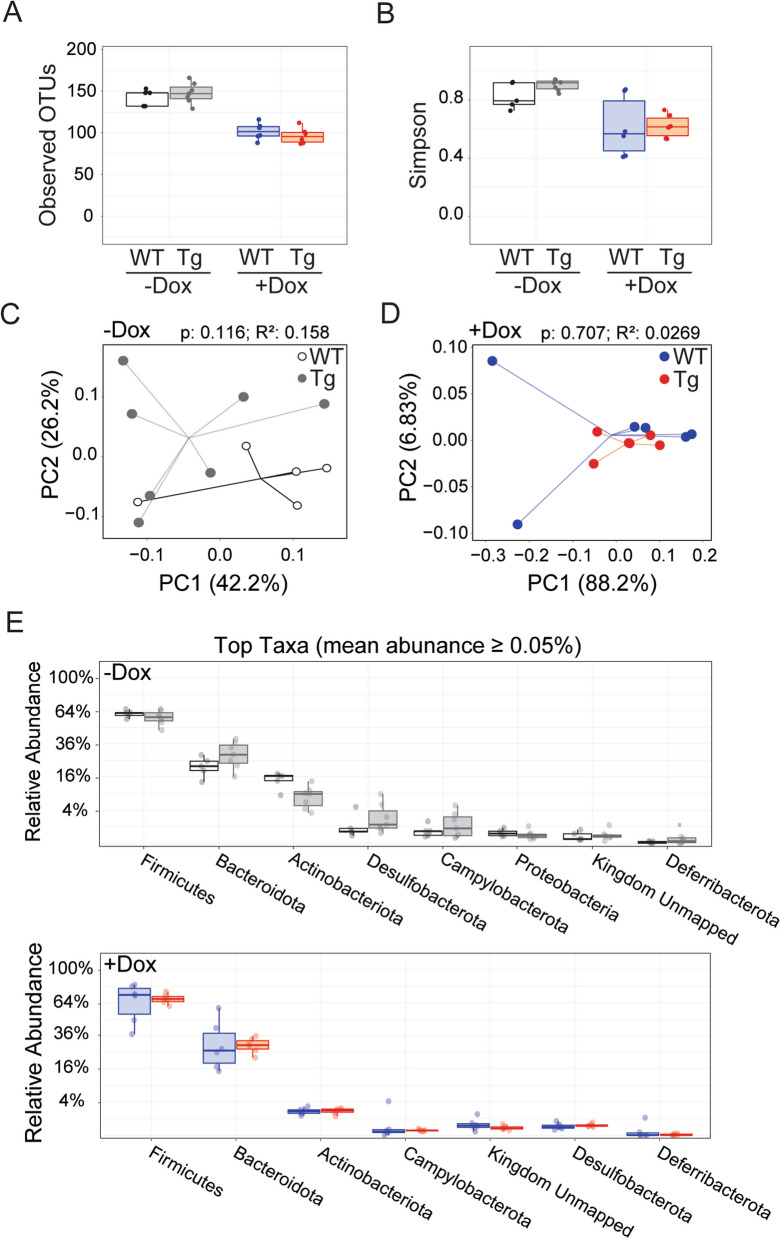
APP overexpression does not affect gut microbiome diversity prior to amyloid onset. Analysis of gut microbiome from stool samples collected at 6 wk of age while half of each genotype was still receiving dox chow, focusing on the effect of genotype. **A, B** Graphs of observed OTUs (**A**) and Simpson index (**B**) reveal that genotype had no effect on α-diversity at this age. Both measures were similar across genotypes whether APP overexpression was active (in untreated Tg mice) or not (with dox suppression). **C, D** PCoA plots of weighted UniFrac distances indicate that genotype did not affect β-diversity in untreated (**C**) or dox-treated mice (**D**). **E** The relative abundance of bacterial taxa is similar between genotypes at 6 wk of age for both treatment conditions. Statistical testing: Kruskal–Wallis (**A, B**), PERMANOVA (**C, D**), and Mann–Whitney U (E). n = 5–7 mice/group. *Red* and *blue* = dox-treated Tg and WT, respectively; *grey* and *white* = untreated Tg and WT, respectively

### Changes in the gut microbiome persist after dox washout

We next examined the gut microbiome at 12 wk of age, following 6 wk of dox washout, to determine whether any changes caused by prior dox treatment could be recovered upon drug withdrawal (Fig. 4). Alongside this comparison, we also evaluated the effect of age on untreated WT and Tg mice to ensure that any changes due to dox washout were not simply explained by time.

**Fig. 4:**
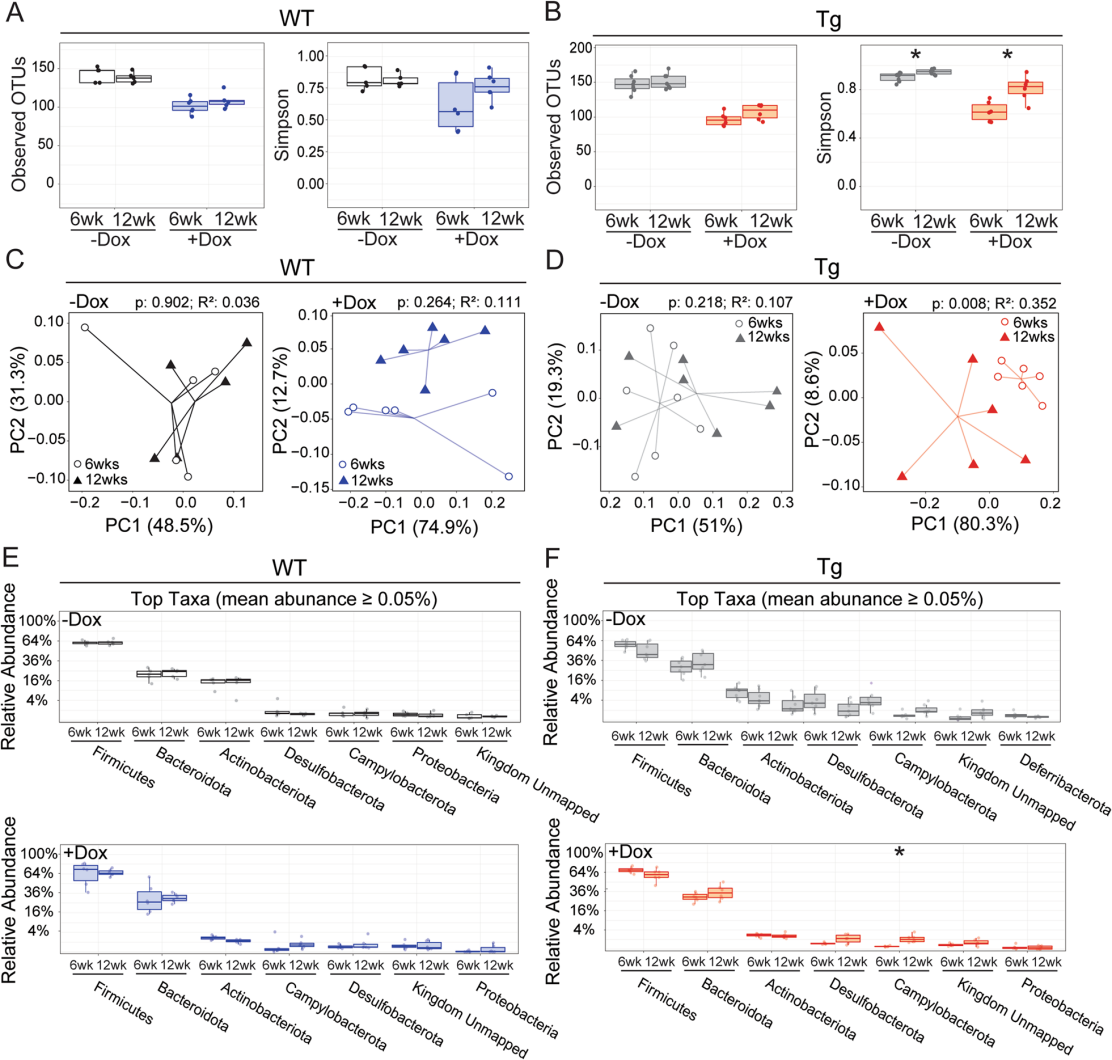
Changes to the gut microbiome largely persist following dox washout. Analysis of gut microbiome from stool samples collected at 6 and 12 wk of age, assessing the effect of time in untreated mice and of drug washout in dox-treated mice. **A, B** Observed OTUs (left) and Simpson index (right) as a function of age in untreated mice and of drug washout in dox-treated mice. Observed OTUs are unaffected by time and washout, while Simpson is increased in Tg mice both with age and drug removal. (**A**, WT; **B**, Tg). **C, D** PCoA plots of weighted UniFrac distances show that the overlap in species (β-diversity) was changed by drug washout for Tg mice but not WT, while neither genotype is altered by age alone (**C**, WT; **D**, Tg). **E**, **F** Relative abundance of bacterial taxa was unchanged by age alone (limited to taxa with average abundance ≥ 0.05% across all samples); only one phylum increased significantly upon drug washout in Tg mice (**E**, WT; **F**, Tg). Statistical testing: Kruskal–Wallis (**A, B**), PERMANOVA (**C, D**), and Mann–Whitney U, reporting FDR-adjusted *p*-value (**E, F**). *n* = 5–7 mice/group. *p < 0.05. *Red* and *blue* = dox-treated Tg and WT, respectively; *grey* and *white* = untreated Tg and WT, respectively

On its own, age had a small impact on Simson index in Tg mice, but no impact on any other measure we tested. This allowed us to focus on changes due to dox withdraw in both genotypes. We found that reduction in the number of bacterial species present (OTUs) caused by 6 wk of dox treatment persisted at 12 wk in both genotypes, long after dox was cleared from the system (Fig. 4A, B). Simpson index increased after dox washout, suggestive of recovery, but reached significance only for Tg mice (Fig. 4B). Changes in β-diversity supported this finding (Fig. 4C, D). While the principal coordinate analysis (PCoA) of weighted UniFrac distances hinted at growing separation between the microbiomes of dox-treated WT mice at 6 and 12 wk, this shift was only significant with dox washout for Tg mice (Fig. 4D). Finally, the relative abundance of the most common phyla remained similar following dox washout, with only Campylobacterota increasing significantly in Tg mice (Fig. 4E, F). Taken together, the dramatic suppression of gut microbial diversity caused by 6 wk of dox administration showed little recovery after 6 wk of drug washout.

Finally, we examined whether the onset of amyloid plaques influenced microbiome diversity. By 12 wk of age, untreated Tg mice would harbor both high levels of soluble Aβ and have formed initial insoluble amyloid deposits. APP overexpression by itself was not sufficient to affect bacterial diversity at 6 wk of age (Fig. 3), but by 12 wk of age both α- and β-diversity differed significantly between Tg and WT mice (Fig. 5). Outcomes were similar for both sexes within each genotype, although sample sizes were not powered for sex as an additional variable. The number of bacterial species measured by sequencing did not differ between genotypes (observed OTUs), but Tg mice had higher Simpson values than WT controls (Fig. 5A, B), suggesting that amyloid accumulation in the brain increased variation between microbial populations in the gut. The onset of plaques in Tg mice diminished the overlap in microbial species between genotypes, with significant separation of the two genotypes on PCoA plot of weighted UniFrac values (Fig. 5C). In addition, the relative abundance of multiple major bacterial phyla shifted in Tg mice compared to WT siblings (Fig. 5D). Actinobacteriota were decreased in abundance, offset by increases in Campylobacterota, Desulfobacterota, and Deferribacterota. Remarkably, dox exposure abolished all of these genotype effects (Fig. 4 and data not shown). Our results are consistent with past work showing that the onset of amyloid formation in the brain of transgenic APP mice can influence the gut microbiome of untreated mice, but that antibiotic treatment trumps genotype in shaping microbial survival [28].

**Fig. 5:**
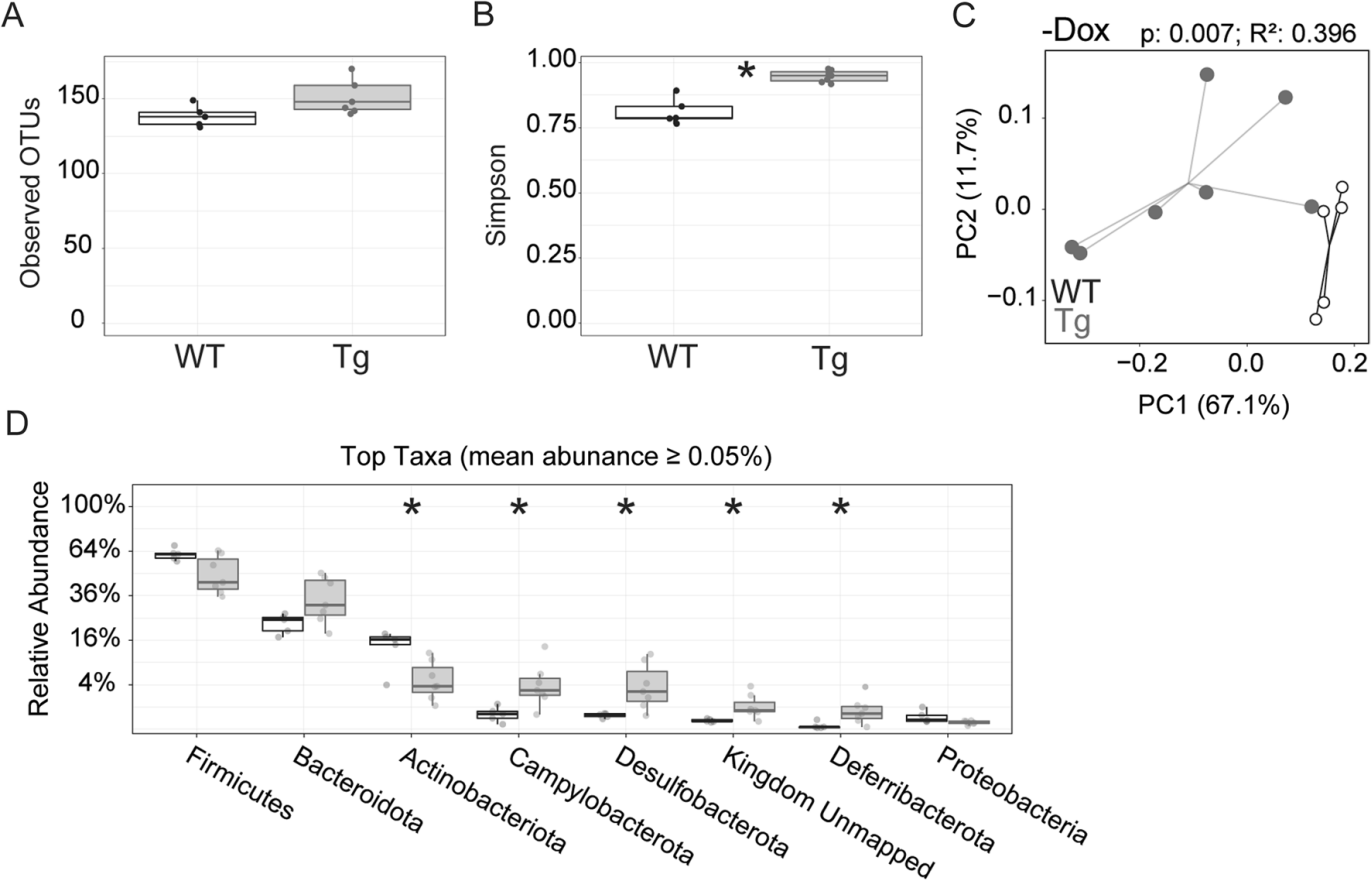
APP overexpression alters the gut microbiome at 12 wk of age with the onset of amyloid pathology. Analysis of gut microbiome from stool samples collected at 12 wk of age, assessing the effect of genotype in untreated mice. **A, B** Observed OTUs (**A**) and Simpson index (**B**) reveal that the onset of amyloid formation in untreated Tg mice significantly increased bacterial evenness (α-diversity) at this age. **C** PCoA plots of weighted UniFrac distances indicate that genotype significantly altered β-diversity. **D** The relative abundance for 5 of the top 8 bacterial taxa was significantly altered in Tg mice with the onset of amyloid deposits. Statistical testing: Mann–Whitney (**A, B**), PERMANOVA (**C, D**), and Mann–Whitney U (**E**). *n* = 5–7 mice/group. *p < 0.05. *Grey* and *white* = untreated Tg and WT, respectively

As one last examination of the data, we tested for the effects of genotype, treatment, age, and sex in a combined analysis that included all of our microbiome samples. This analysis revealed that dox treatment had the greatest impact on β diversity as measured by weighted unifrac, accounting for 18.8% of the total variance across samples (*p* < 0.001). Age was also a significant contributor to β diversity, accounting for 6.3% of the variance (*p* < 0.05). Neither sex nor genotype were significant factors in overall variance.

### Neuroinflammatory response to LPS challenge is not altered by dox-induced changes in the gut microbiome

Past studies have shown that antibiotic treatments sufficient to alter the gut microbiome also affected neuroinflammatory responses in the brain [28, 42]. This consequence of gut microbiome disruption could confound experiments using dox-controllable models of neurodegenerative disease such as ours, especially if the consequences of acute dox treatment persisted through the washout period. While prior work examined how disruption of the gut microbiome with antibiotic cocktail influenced the microglial reaction to amyloid plaques, here we opted for a more acute readout of whether persistent microbiome changes due to our single antibiotic regimen would impact neuroinflammation. We focused on WT mice to avoid the confound of amyloid status in Tg mice, and used a single systemic injection of bacterial lipopolysaccharide (LPS) to evoke neuroinflammation over a short and well-documented time course. We divided mice into 4 treatment groups: half the mice were treated with dox from P3–P42, the other half were left untreated. Half of each dox condition was challenged with LPS, the other half was injected with saline. 

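Cortical RNA was counted with the nCounter Mouse Neuroinflammation panel, in which color-coded probes are bound to single RNA molecules and tallied without amplification. The panel held 757 endogenous genes and 13 housekeeping genes beside 6 positive and 8 negative control probes. The 23 WT mice, 12 wk old at harvest, formed 4 groups. Untreated mice (6 males and 2 females) and Dox mice (1 male and 3 females) received no LPS. LPS mice (3 males and 2 females) and Dox+LPS mice (3 males and 3 females) were injected with 2 mg/kg LPS and harvested after 18 h. Dox-treated mice had chow with 100 mg/kg dox from postnatal day 3 to 6 wk of age, followed by a washout of 6 wk. The sample labels give treatment and sex only, and the saline injection of the Untreated and Dox mice is taken from the paper. Replicates are numbered within each group by mouse number. Of the 8 Untreated mice, 3 have mouse numbers of another series than all other mice, and the labels do not say what this series means. The total count of the panel genes ranged from 645971 to 775723 in Untreated mice (median 741686), from 671189 to 740232 in Dox mice (median 716338), from 676678 to 785277 in LPS mice (median 717144) and from 661681 to 804471 in Dox+LPS mice (median 736788). Between 609 and 694 of the 770 panel genes lay above the background of a mouse, set at the mean plus 2 SD of its negative control probes.

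The authors deposited the counts as exported, and these counts were scaled by the upper quartile over the 770 panel genes. Normalized counts are counts scaled in this way to the mean library. Groups were compared with the quasi-likelihood test of edgeR in a single fit of all 23 mice, and genes with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.5 were counted as DEGs. The likelihood ratio test and the control-probe factors of RUVg, which the paper's methods name without the number of factors, were run as alternatives. All 11 LPS-injected mice were on 1 cartridge and all 12 saline-injected mice on the other, so LPS and cartridge cannot be told apart. Dox-treated and dox-untreated mice shared each cartridge, but the dox-treated mice took the later lanes of both. The files name genes by symbol and give no genome build, so no genomic positions are printed. Tests of differences were two-sided, and those of variance shares and nearest-neighbor counts were one-sided.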

We used transcriptional profiling of cortical tissue to gain a broad view of LPS-induced changes in the brain and whether these were altered by prior dox treatment.

LPS challenge substantially altered a major fraction of genes included in the NanoString neuroinflammatory panel. 

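LPS raised genes of innate immunity in the cortex and lowered markers of resting microglia and myelin in both dox conditions. Of 21 measured interferon response genes, 19 were upregulated in dox-untreated mice and 21 in dox-treated mice. Of 11 complement genes, 9 were upregulated in each condition. Of 37 genes of Toll-like receptor, NF-kB and interleukin 1 signalling, 21 were upregulated in dox-untreated mice and 25 in dox-treated mice. Of 8 chemokines, 6 were upregulated in each condition and Cx3cl1, the neuronal chemokine that acts on microglia, was downregulated.

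The lists of glial markers moved in different directions. Of 14 homeostatic microglia genes, 7 were downregulated in dox-untreated mice and 8 in dox-treated mice. Of 23 genes of activated microglia and phagocytes, 13 were upregulated in dox-untreated mice and 15 in dox-treated mice, and Trem2, a lipid receptor of microglia, was downregulated in both. All 4 perivascular macrophage genes and 4 of 6 neutrophil genes also passed as higher in each condition. Whether the state or the number of cells changed was not tested. Pan-reactive astrocyte genes were upregulated for 9 of 11 members in each condition, A1 reactive astrocyte genes for 7 and 8 of 9, and A2 reactive astrocyte genes for 7 of 12 in each. The astrocyte lists share members with the immune lists. Gbp2, H2-T23 and Psmb8 of the A1 list and Cxcl10 of the pan-reactive list are also interferon response genes. C3 and Serping1 of the A1 list are also complement genes. Cd14 and Ptgs2 of the A2 list are also in Toll-like receptor, NF-kB and interleukin 1 signalling. These counts are therefore no separate evidence of an astrocyte response. Of 23 oligodendrocyte and myelin genes, 13 were downregulated in each condition. The 4 activity-dependent immediate early genes were all downregulated in dox-untreated mice and 3 of them in dox-treated mice, while 3 and 4 of 28 neuronal and synaptic genes were downregulated. Of 9 astrocyte identity genes, Aldh1l1 was upregulated and 2 were downregulated in dox-untreated mice, and 1 was downregulated in dox-treated mice.

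Together 22.7% of the 770 panel genes passed the threshold in dox-untreated mice and 26.5% in dox-treated mice. Adjusted over the list alone, the counts were the same except for 7 chemokines and 16 activated microglia genes upregulated in dox-treated mice. Each of these lists moved on balance in the stated direction by limma's fry (adjusted p at most 0.00148 in dox-untreated and 0.000244 in dox-treated mice), apart from astrocyte identity, whose lower balance (adjusted p = 0.0277 and 0.00582) passed in 23 and 27 of 31 settings and turned upward with housekeeping scaling in both conditions and with positive control scaling in dox-untreated mice. Scaling by the housekeeping genes or positive controls moved the median log2 fold change of all genes from -0.04 up to 0.08 in dox-untreated mice and from -0.07 up to 0.11 in dox-treated mice, and with positive control scaling the neuronal list no longer passed in dox-untreated mice (adjusted p = 0.0926). The lists were written after the paper's Table S1 had been read, and Cx3cl1 and Trem2 were named after their values were seen.

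**Figure D1:**
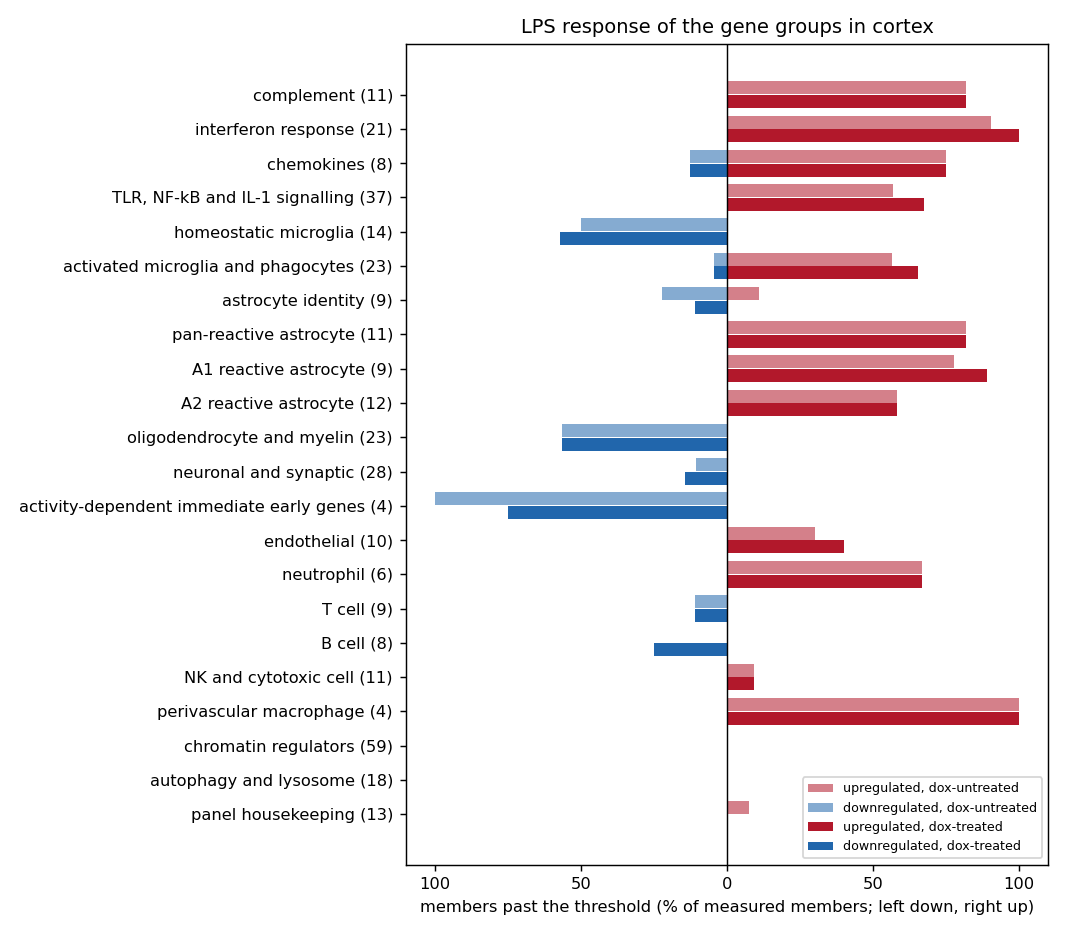
Percent of the measured members of each gene list that were upregulated (to the right) or downregulated (to the left) by LPS, in dox-untreated mice (LPS against Untreated) and in dox-treated mice (Dox+LPS against Dox). All 21 interferon response genes passed in dox-treated mice, and no chromatin regulator passed in either condition.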

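Lcn2, a secreted iron-sequestering protein of the acute-phase response, rose from 127 ± 248 normalized counts (SD, n = 8 Untreated mice) to 10243 ± 2723 (SD, n = 5 LPS mice). Its log2 fold change was 6.31 (standard error 0.64, adjusted p = 1.3e-08 from edgeR's quasi-likelihood test). Ccl5, a chemokine for T cells and monocytes, and Msr1, a scavenger receptor of macrophages, lay under background in every Untreated mouse and were at least 19.3-fold and 17.1-fold higher after LPS. P2ry12, the purinergic receptor that marks resting microglia, fell from 561 ± 30.8 (SD, n = 8) to 117 ± 29.5 (SD, n = 5), a log2 fold change of -2.26 (standard error 0.12, adjusted p = 1.0e-12).

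Among the other upregulated genes, Timp1, an inhibitor of metalloproteinases, had a log2 fold change of 4.23, the monocyte chemokine Ccl2 of 3.51 and the interferon-induced GTPase Gbp2 of 3.23. Timp1 lay above background in 1 and Ccl2 in 3 of the 8 Untreated mice. C5ar1, the receptor of complement C5a, rose by 2.45 on the log2 scale, and Cp, the copper-binding ferroxidase ceruloplasmin, by 2.39. Serpina3n, a marker of reactive astrocytes, rose by 2.18 and the antiviral Ifitm3 by 2.69. Gpr34, a lipid receptor of microglia, had a log2 fold change of -2.32. The myelin genes Opalin and Ugt8a had log2 fold changes of -1.49 and -1.35, and Bdnf, the neurotrophin induced by neuronal activity, of -1.32. The transcript of the immediate early gene Fos changed by -1.36, and Arc by -1.59. The synaptic genes Lingo1 and Homer1 fell less, with log2 fold changes of -0.75 and -0.72. Adjusted p values of the genes named ranged from 5.1e-13 for C5ar1 to 0.0114 for Fos.

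In all, 175 of 770 genes passed the threshold in dox-untreated mice, of which 129 were upregulated and 46 downregulated, and 440 genes had an unadjusted p under 0.05. With adjusted p alone 176 were upregulated and 224 downregulated, and at the same threshold positive control scaling gave 148 and 33. Over all 770 genes, the values of the LPS and Untreated groups did not overlap for 206, where chance gives 0.155% of genes. The log2 fold change without Untreated replicate 3 was 8.005 (Lcn2, LPS vs Untreated), and without LPS replicate 2 it was -2.10 (Fos, LPS vs Untreated).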

In dox-untreated mice, LPS upregulated 120 genes and downregulated 48 within the 770 gene panel (false discovery rate < 0.05, Additional file 1: Table S1). In dox-treated mice, LPS affected a similar number of genes, upregulating 149 and downregulating 49. 

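In dox-treated mice, Lcn2 rose from 22.7 ± 9.20 normalized counts (SD, n = 4 Dox mice) to 13141 ± 3104 (SD, n = 6 Dox+LPS mice), a log2 fold change of 9.18 (standard error 1.04, adjusted p = 9.4e-08 from edgeR's quasi-likelihood test). Ccl5, Msr1 and Timp1 were under background in every Dox mouse and were at least 17.7-fold, 16.9-fold and 15.8-fold higher in Dox+LPS mice. P2ry12 fell from 585 ± 45.5 (SD, n = 4) to 99.9 ± 19.8 (SD, n = 6), a log2 fold change of -2.54 (standard error 0.13, adjusted p = 3.9e-13).

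Tlr2, a receptor for bacterial lipoproteins, and Casp4, the inflammatory caspase that binds cytosolic LPS, lay under background in every Dox mouse and were at least 4.12-fold and 3.01-fold higher. Cd14, the co-receptor that passes LPS to Tlr4, had a log2 fold change of 2.33. The complement receptor gene C5ar1 rose by 2.72 on the log2 scale, the ceruloplasmin gene Cp by 2.78, Gbp2 by 3.90 and Ifitm3 by 3.28. The chemokine gene Cxcl10, induced by interferon, was at least 7.87-fold higher. Gpr34 had a log2 fold change of -2.77, Opalin of -1.43, Ugt8a of -1.25, Bdnf of -1.57, Arc of -1.33, Lingo1 of -0.89 and Homer1 of -0.79. The adjusted p of these genes was at most 0.0071, the value of Arc. In 2 of the 4 Dox mice Lcn2 was under background, so its fold change is uncertain in size.

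A total of 204 genes passed the threshold in dox-treated mice, with 150 upregulated and 54 downregulated, and 464 genes had an unadjusted p under 0.05. Housekeeping scaling gave 180 and 26, TMM 162 and 40, and adjusted p alone 190 upregulated and 241 downregulated. The values of the Dox+LPS and Dox groups did not overlap for 309 of all 770 genes, where chance gives 0.952%.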

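Complement, interferon, microglial and immediate early genes were among those changed by LPS in both dox-treated and dox-untreated mice. C3ar1, the receptor of complement C3a, had log2 fold changes of 1.90 in dox-untreated and 1.86 in dox-treated mice. Irf7, a transcription factor of the interferon response, had log2 fold changes of 2.26 and 2.92. Among shared downregulated genes, Slc2a5, a fructose transporter of microglia, had log2 fold changes of -1.46 and -1.65, and Egr1, an immediate early gene, of -1.23 and -1.26. In all, 159 genes passed the threshold in both conditions, 123 upregulated and 36 downregulated, and 0 moved in opposite directions.

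These 159 genes were 77.9% of the 204 DEGs of dox-treated mice (Wilson 95% interval 71.8 to 83.1) and 90.9% of the 175 DEGs of dox-untreated mice (85.7 to 94.3). The intervals treat genes as independent, which they are not, and do not measure the spread over mice. Calls drawn independently would share 28.4 genes in the same direction. Of the 45 genes past the threshold in dox-treated mice alone, 42 had the same sign in dox-untreated mice, and Amigo2, a neuronal adhesion gene also listed with A1 reactive astrocytes, was among the 45. Its log2 fold change was 0.81 in dox-treated mice and 0.19 in dox-untreated mice (adjusted p = 0.185 from edgeR), and the difference did not pass the test of the LPS by dox interaction (adjusted p = 0.157). All 16 genes past the threshold in dox-untreated mice alone had the same sign in dox-treated mice. They included Gusb (0.55 and 0.47), Aldh1l1, an astrocyte enzyme (0.61 and 0.49), and Fos, which in dox-treated mice had a log2 fold change of -0.93 and an adjusted p of 0.0959. Of the genes past the threshold in a single condition, 0 had an interaction adjusted p under 0.05.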

Over 90% of the differentially expressed genes (DEGs) from dox-treated mice overlapped and were concordant with DEGs from mice that had never been treated with dox. Unbiased hierarchical clustering of DEGs revealed that animals grouped solely by LPS condition; prior dox treatment had no effect on clustering (Fig. 6A). Dox-treated and untreated mice intermingled in the hierarchy, but samples clearly divided between LPS and saline conditions. 

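Genes changed by LPS in either condition set the LPS-injected mice apart from the saline-injected mice, whether or not they had received dox. Ifitm2, an antiviral membrane protein induced by interferon, had 246 ± 40.4 normalized counts in Untreated mice (SD, n = 8), 257 ± 18.6 in Dox mice (SD, n = 4), 808 ± 149 in LPS mice (SD, n = 5) and 970 ± 155 in Dox+LPS mice (SD, n = 6). Pllp, a myelin membrane protein, had 173 ± 28.6, 194 ± 12.5, 63.9 ± 13.9 and 66.2 ± 13.6 in the same groups. Clustering of the 220 genes past the threshold in either LPS comparison (log2 values scaled per gene, Euclidean distance, complete linkage) placed 0 of the 23 mice on the wrong side of the first split. These genes had been chosen for their change by LPS in the same mice, which favors such a split. With all 770 panel genes, chosen without regard to LPS, 0 mice were on the wrong side as well.

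For each mouse, the nearest neighbor over the same 220 genes was then checked for its dox condition, a test chosen after the data had been seen. Every mouse had its nearest neighbor within its own LPS condition. The 220 genes had been called with the real dox groups, 45 of them in dox-treated and 16 in dox-untreated mice alone. They were kept in every regrouping, which can favor neighbors of the same dox condition among LPS-injected mice. The permutation p values over these genes are therefore no independent evidence, a limit that the count with all panel genes avoids. Among saline-injected mice, 6 of 12 had a neighbor of the same dox condition (exact permutation p = 0.653). Among LPS-injected mice, 10 of 11 did, where regrouped mice gave 5 on average (exact permutation p = 0.0065). This count fell to 8 with all panel genes (exact permutation p = 0.126), to 8 with unscaled values (exact permutation p = 0.0801) and to 7 with correlation distance (exact permutation p = 0.201), and was 9 of 10 without LPS replicate 3 (exact permutation p = 0.0191).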

The effect of sex was also minor compared to that of LPS treatment; principal component analysis demonstrated that LPS was responsible for 69.4% of the variance between samples while sex contributed just 6.1% (data not shown). 

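In the cortex, the Y-linked genes Uty and Kdm5d lay under background in all 10 females and were at least 12.2-fold and 14.4-fold higher in the 13 males. Their X-linked relatives Kdm6a and Kdm5c, which escape X inactivation, were higher in females by 0.39 and 0.37 on the log2 scale (adjusted p = 0.0032 and 3.0e-06 from edgeR), under the fold change threshold. Uty and Kdm5d were the 2 genes past the threshold between the sexes with group as a covariate, and 59 genes had an unadjusted p under 0.05. Kdm6a and Kdm5c were named after their values were seen.

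The first principal component held 69.8% of the variance of the log2 values, and 95.1% of its own variance lay between LPS-injected and saline-injected mice. The next component held 6.15%, with 96.5% of it between the sexes and with Uty and Kdm5d as its largest weights. Taken directly over all genes, LPS accounted for 66.5% of the variance (permutation p = 1e-05, the smallest that the permutations can give), sex for 6.02% (permutation p = 5e-05) and dox for 6.80% (permutation p = 0.0735). Permuted labels gave 1.71% for sex and 4.56% for dox on average. Of the variance within the LPS conditions, sex held 18.2% and dox 5.65%. The LPS response itself differed between the sexes for 0 genes by edgeR, the only tool run on this term, with 64 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.287. With genes scaled to unit variance the share of sex no longer passed (3.09%, permutation p = 0.227), and without Untreated replicate 3 the share of dox did (6.31%, permutation p = 0.0216). Without LPS replicate 3, 7 genes passed between the sexes.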

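Genes moved by LPS in dox-untreated mice moved the same way in dox-treated mice. Zbp1, a sensor of viral nucleic acid, had log2 fold changes of 2.46 in dox-untreated mice and 3.12 in dox-treated mice. Psmb8, a subunit of the immunoproteasome, had 2.13 and 2.33, and Serping1, the inhibitor of complement C1, had 1.77 and 1.83. Fcrls, a marker of resident microglia, had -0.96 and -1.23, and the astrocyte potassium channel Kcnj10 had -0.62 and -0.55. Each of these 5 genes had an adjusted p under 0.05 in both conditions by edgeR, and the call of Kcnj10 was lost in dox-treated mice with every other scaling and with DESeq2.

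The fold changes of the 770 genes correlated across genes with r = 0.957 and a slope of 1.15, where genes are not independent replicates. Of the 220 genes past the threshold in either condition, 217 had the same sign (98.6%). Of the 155 upregulated among them, 136 had the larger log2 fold change in dox-treated mice, with a median difference of 0.26, a count over genes with no test of its own. Leaving out LPS replicate 3 and Untreated replicate 3, a setting chosen after the data had been seen, 111 of 157 did so and the median difference was 0.13. Of the 12 measured genes that the paper names, 7 were upregulated and 4 downregulated in dox-untreated mice and 8 upregulated and 4 downregulated in dox-treated mice, with the same counts adjusted over the list alone. The paper chose these genes on the same mice, so the list is not independent evidence, and fry on it (adjusted p = 0.684 and 0.78) gave no common direction. Without LPS replicate 3 the fry adjusted p was 0.000147 and 0.0168, upward in both, and 2 of 31 settings passed in each condition.

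**Figure D2:**
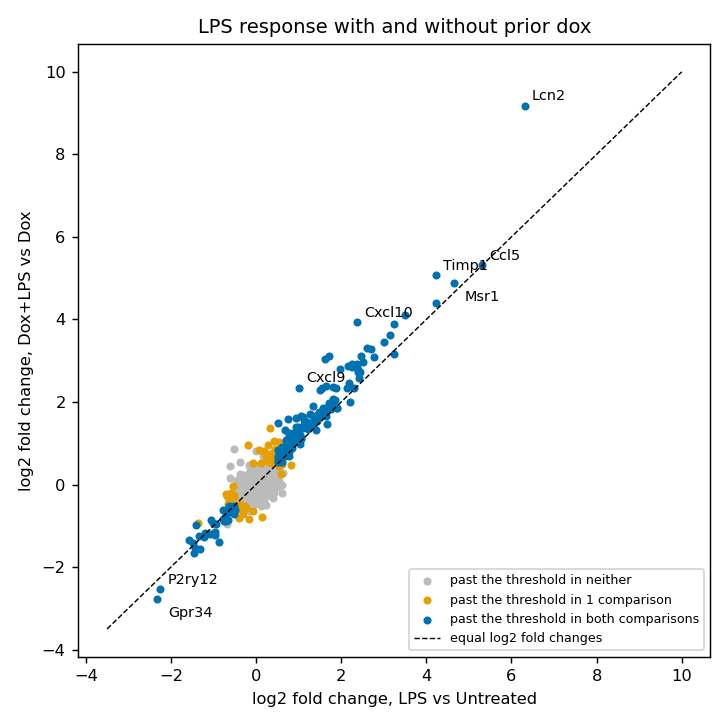
Log2 fold change by LPS of each panel gene in dox-untreated mice (horizontal axis) and in dox-treated mice (vertical axis), with the genes past the threshold in both, in a single condition or in neither marked by color. Of the 220 genes past the threshold, 217 lie on the same side of 0 on both axes.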

LPS treatment caused consistent up- or down regulation of the same genes in dox-treated and untreated mice (Fig. 6B). In contrast, dox treatment had little effect on gene expression within LPS or saline conditions (Fig. 6C). This data suggests that prior dox exposure had no effect on basal expression of neuroinflammatory genes in the brain, and no appreciable effect on the transcriptional response to acute inflammatory challenge.

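In saline-injected mice, P2ry12 and C5ar1 showed small differences between mice with and without prior dox, and Lcn2 a larger one that did not pass. P2ry12 differed by a log2 fold change of 0.06 between Dox and Untreated mice (standard error 0.12, adjusted p = 0.980 from edgeR's quasi-likelihood test) and C5ar1 by -0.17 (standard error 0.16, adjusted p = 0.980). Lcn2 differed by -2.51 (standard error 1.01, adjusted p = 0.811), and by -0.82 without Untreated replicate 3 (Lcn2, Dox vs Untreated). In LPS-injected mice, the interferon-induced chemokine genes Cxcl9 and Cxcl10 had the lowest p values. Cxcl9 had 51.1 ± 15.3 normalized counts in Dox+LPS mice (SD, n = 6) and 27.5 ± 7.89 in LPS mice (SD, n = 5), a log2 fold change of 0.88 (standard error 0.20, adjusted p = 0.139, with 0.00031 to 0.467 over the alternatives). In 1 of the 5 LPS mice Cxcl9 was under background.

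Cxcl10 had 173 ± 96.1 normalized counts in Dox+LPS mice and 70.6 ± 29.9 in LPS mice, a log2 fold change of 1.28 (standard error 0.32, adjusted p = 0.139, with 0.0363 to 0.467 over the alternatives). Amigo2 had 303 ± 30.2 and 220 ± 31.0, a log2 fold change of 0.46 (standard error 0.12, adjusted p = 0.139, with 0.0092 to 0.467 over the alternatives). In each of these 3 genes every Dox+LPS mouse lay above every LPS mouse, which is no separate evidence for genes with such low p values. Over all 770 genes the 2 groups did not overlap for 14, where chance gives 0.433% of genes, or 3.33, and genes are not independent of each other. Gpr34 differed by -0.43 (adjusted p = 0.276) and Zbp1 by 0.58 (adjusted p = 0.245).

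No gene passed the threshold for dox in either LPS condition. In saline-injected mice, edgeR, DESeq2 and limma-voom each gave 0 genes, 41 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.268. The 95% interval of the log2 fold change lay within 0.5 of 0 for 552 of the 646 genes above background (85.5%). In LPS-injected mice, edgeR and limma-voom gave 0 genes and 102 genes had an unadjusted p under 0.05, with 536 of 683 intervals within 0.5 (78.5%). DESeq2 gave 2 genes, Cxcl9 and Cxcl10, and 1 or 2 RUVg factors gave Cxcl9. With 1 RUVg factor and the likelihood ratio test over all probes, Cxcl9 and Amigo2 passed.

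As groups, 0 members of any list passed in LPS-injected mice in the main edgeR fit of all 23 mice, without RUVg factors. Adjusted over the list alone, 4 interferon response genes and 4 chemokines were upregulated in that fit. So were 1 pan-reactive astrocyte gene, 1 A2 reactive astrocyte gene and 2 of the genes that the paper names. By fry, the interferon response (adjusted p = 0.0394), chemokines, Toll-like receptor, NF-kB and interleukin 1 signalling and A1 reactive astrocyte genes (adjusted p = 0.0324 for each of the 3) were higher on balance in Dox+LPS than in LPS mice. Their adjusted p lay under 0.05 in 21, 26, 24 and 23 of 31 settings, and without LPS replicate 3 it was 0.103, 0.102, 0.113 and 0.102. The interferon list shares Cxcl9 and Cxcl10 with the chemokines, and Gbp2, H2-T23 and Psmb8 with the A1 list. These 3 lists are therefore no separate results. In saline-injected mice no list passed (lowest adjusted p = 0.403).

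**Figure D3:**
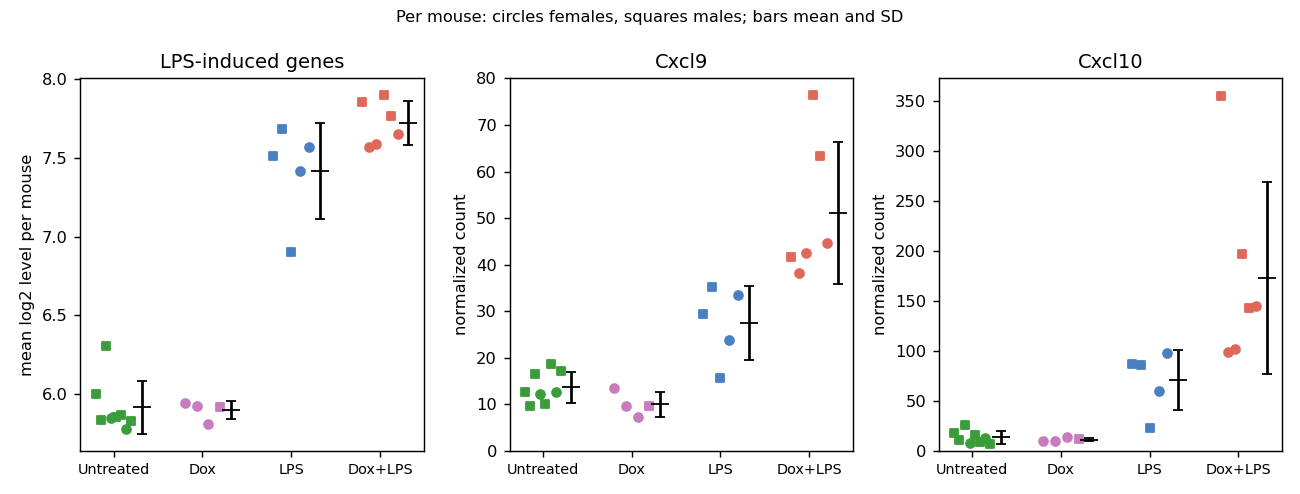
Mean log2 level of the genes upregulated by LPS in both dox conditions, and normalized counts of Cxcl9 and Cxcl10, with a point per mouse (circles for females and squares for males) and bars for the group mean and its SD. The 6 Dox+LPS mice lie above the 5 LPS mice for Cxcl9 and Cxcl10, and LPS replicate 3 is the lowest LPS mouse in each panel.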

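No gene passed edgeR's quasi-likelihood test of a difference between the LPS responses of dox-treated and dox-untreated mice. For C5ar1 the 2 log2 fold changes differed by 0.28 (standard error 0.20) and for P2ry12 by -0.29 (standard error 0.18). Casp4, named after its values were seen, had the smallest p (adjusted p = 0.149). The adjusted p was 0.149 for Cxcl9, with 0.015 to 0.662 over the alternatives, and 0.504 for Cxcl10. These 3 genes lay under background in every Dox mouse, so the size of the difference is not defined for them. For Lcn2, under background in 2 of the 4 Dox mice, it was 2.86 (standard error 1.17, adjusted p = 0.509), and 1.17 without Untreated replicate 3 (Lcn2, LPS by dox interaction).

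The interaction of LPS and dox passed the threshold for 0 genes by edgeR, DESeq2 and limma-voom, with 69 genes at an unadjusted p under 0.05. With 1 RUVg factor and the likelihood ratio test 3 genes passed, Amigo2, Casp4 and Cxcl9. The 95% interval of the difference lay within 0.5 of 0 for 415 of the 696 genes above background (59.6%), most of which did not pass the threshold for LPS. By fry no list passed for the interaction (lowest adjusted p = 0.408). The paper describes clustering by LPS condition (Fig. 6A), a shared LPS response (Fig. 6B) and few genes that differ by dox (Fig. 6C). From these data it proposes that earlier dox exposure left the basal expression of neuroinflammatory genes as it was. It also proposes that the response to an acute challenge was not appreciably changed.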

**Fig. 6:**
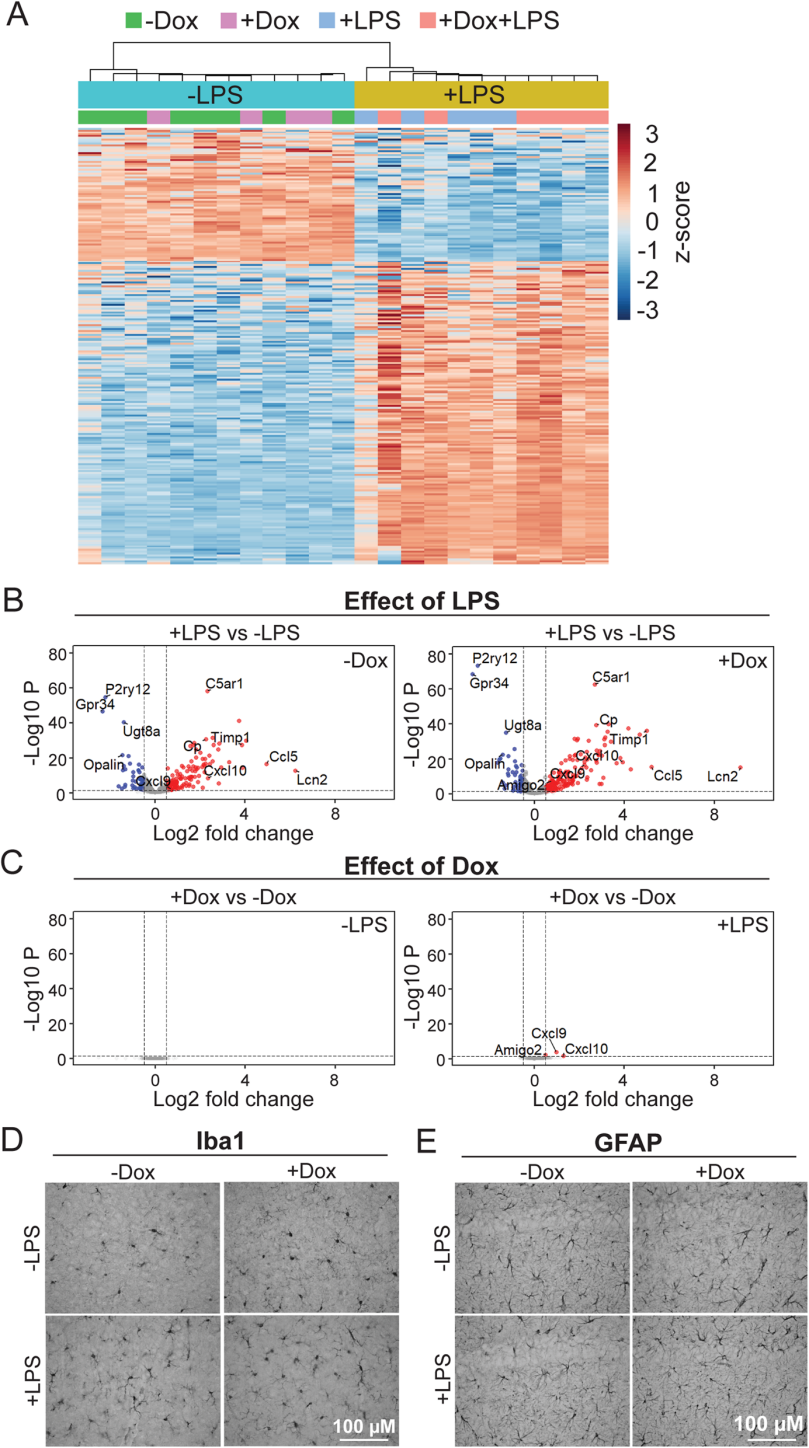
Transcriptional response to LPS challenge is unaffected by prior dox treatment.** A** Transcriptomic analysis of neuroinflammatory genes in cortical tissue of 12-wk-old WT mice challenged with systemic LPS or saline 18 h prior to harvest. Heatmap shows log-transformed counts of differentially expressed genes for each sample, colors represent row-normalized z score. Unbiased hierarchical clustering separated animals by LPS treatment, but not dox condition. **B** Volcano plots show that the same genes are up- or down-regulated by LPS challenge in both dox-treated and untreated mice. Genes with an adjusted *p*-value < 0.05 and an absolute value of logFC > 0.5 were considered statistically significant and are indicated with red (upregulated) and blue (downregulated) dots. **C** Volcano plots show that few genes differ significantly as a function of dox treatment within LPS-challenged or saline-injected animals. **D, E** Representative 40 × images of Iba1 immunostaining in the cortex (**D**) and GFAP immunostaining in the hippocampus (**E**) of WT mice show little difference in morphology or distribution of either cell type between conditions. *n* = 5–7 per group. Scale bar: 100 µm

We next performed immunohistochemistry on the remaining brain tissue to visualize microglia using Iba1 and astrocytes using GFAP as the main responders to both acute and chronic inflammatory challenge. Despite the pronounced transcriptional changes induced by LPS, we found no noticeable differences in glial shape or distribution between conditions (Fig. 6D, E). Although the absence of a clear morphological response to LPS limits our interpretation, these findings are consistent with the conclusion that dox had no overt effect on basic phenotypes of these CNS cells.

## Discussion

We set out to test whether dox control of transgene expression in the CNS might unintentionally affect the gut microbiome. If so, would these effects persist after dox removal, and would prolonged changes in the gut microbiome affect neuroimmune responses in the brain? Past work had shown that high-dose antibiotic cocktails used to disrupt the gut microbiome affected immune responses in the brain, and that these changes in the gut altered progression of neuropathology in the brain associated with AD and other dementias [27, 28, 33, 34, 43]. Multiple tTA-based models for neurodegenerative disease have been produced, where unintended harm to the microbiome caused by dox exposure could influence experimental outcomes in the brain [1–14]. Here we show that although dox treatment caused persistent alterations in the gut microbiome, these changes had no overt effect on the brain’s transcriptional response to a widely used systemic immune challenge.

Two prior studies have examined gut microbial profiles following dox treatment in WT mice and both found that as little as 2 wk of oral dox administration significantly altered gut microbiome diversity and composition [19, 20]. Here we confirm and extend these findings by showing that the dox effect was similar but not identical in WT and Tg mice. The richness of bacterial communities was equally affected by dox exposure in both genotypes, but dox had a significant effect on microbial evenness only in Tg mice. Evenness in WT mice trended in the same direction as in Tg groups, suggesting that the genotype distinction might collapse with larger group sizes or longer treatment. More bacterial phyla were altered by dox in Tg mice than in WT, although again the trends were similar. These effects are consistent with the findings of Becker and Boynton [19, 20], with one notable exception. Our study found much smaller changes in the abundance of specific phyla following dox treatment than either of these two prior reports. These differences may be due to the dosing used for each study, which was 3–16 × higher in the prior studies but over a shorter duration than used here to control transgene expression. Taken together, these findings show that even low doses of dox given over several wks can disrupt multiple measures of gut microbiome stability.

Studies such as ours using the tet-off (tTA) system may use dox to withhold transgene expression for some period of time, but then usually release mice from dox to initiate the intended phenotype. This approach is used in many of our own studies to withhold APP overexpression until adulthood. Given this on-dox/off-dox experimental design, and knowing that even the low doses used to control transgene expression altered the gut microbiome, we next tested whether bacterial communities would recover following dox removal. Despite 6 wk of drug washout—allowing as much time off dox as the mice had spent on the drug—the microbiome still bore hallmarks of prior dox exposure. Some features did recover, such as the evenness of bacterial communities in Tg mice, while other features such as bacterial richness remained low in both genotypes. Again, these findings are consistent with prior work from Becker et al. who also saw recovery in bacterial evenness 4 wk after dox withdrawal [19]. The prolonged effect of prior dox exposure was not shared by another common antibiotic metronidazole, despite greater microbiome disruption during treatment [19]. We too were surprised by the persistent imprint dox had on microbial populations, although our work stopped short of testing longer washout periods required for the appearance of neuropathology in common tet-off transgenic models.

Changes in the gut microbiome have been increasingly shown to have a profound influence on brain development and function [27]. Complete loss of the gut microbiome by raising mice in germ-free conditions affects microglial development, maturation, and aging [26, 42, 44]. Induced gut dysbiosis using an antibiotic cocktail elicited more subtle changes in microglial structure but still had marked effects on neuroimmune response to systemic insult and CNS pathology [35, 45]. These findings were the main concern motivating our current study of dox treatment in the APP/TTA model. We opted to examine the impact of dox on glial reactivity using systemic LPS rather than amyloid formation for a faster readout, and focused on WT mice rather than Tg to avoid the offset in amyloid load that would arise from treating half our Tg mice with dox. We found that prior dox exposure had no effect on transcriptional signatures of neuroinflammation at baseline nor on the transcriptional response to LPS challenge. As expected, systemic LPS administration drove several hundred gene expression changes in the cortex, but did so equally in mice that had been treated with dox and those that had not. Despite marked changes in transcription, we saw no obvious effect of LPS on gross glial morphology in either dox condition. This was surprising, but we may simply have harvested the mice too soon after LPS challenge or used too little to see a reactive morphology. We also appreciate that our NanoString panel may have missed transcriptional changes that fell outside the 770 gene set. Taken together, our findings suggest that dox-induced changes in the gut microbiome did not overtly dampen brain’s response to immune challenge. Importantly, this finding is consistent with prior work by Dodiya et al. where single antibiotic treatment had little effect on amyloid progression in the brain [46].

The gut–brain axis exerts a bidirectional effect on both organs and so we additionally assessed the effect of APP overexpression on the gut microbiome [22, 27, 47]. We focused on untreated Tg mice to isolate the effect of genotype from that of dox exposure. Tg mice were initially no different than WT in bacterial richness and evenness, but by 12 wk these measures began to diverge. Age-dependent differences in the gut microbiome of other APP transgenic models have also been reported [48]. In two different APP/PS1 strains, the 5xFAD model and our APP/TTA mice here, microbiome properties first diverged from WT coincident with or shortly before the expected onset of amyloid pathology [28, 40, 49–51]. These findings suggest that neuropathology in the brain has systemic repercussions that measurably impact the gut microbiome across multiple models of Alzheimer’s amyloidosis.

Unlike many other APP transgenic models, female APP/TTA mice do not seem to show earlier pathology than males. Consistent with the apparent absence of sex bias in amyloid onset, we also found no significant differences in microbiome properties between males and females of either genotype. Few other studies have examined the microbiome of both sexes in amyloid mice, but where tested, gut dysbiosis was greater in male transgenic mice [1, 52]. Conversely, males are selectively sensitive to the effect of microbiome disruption on amyloid load in two separate APP/PS1 models [33, 36]. Although small group sizes in our study precluded rigorous testing of male vs. female outcomes, past work clearly demonstrates that sex and genotype can interact in similar amyloid models to shape gut–brain communication.

In summary, we show that dox treatment at doses commonly used for transgene control persistently disrupted the gut microbiome, yet dox-treated mice could still mount a robust inflammatory response to acute immune challenge. These results provide some reassurance that the use of dox for transgene control does not present a fatal flaw for studies where neuroinflammatory responses are an essential aspect of pathogenesis.

## Conclusion

We found that oral administration of doxycycline for transgene control in tTA-based models of neurological disease altered the gut microbiome, and that these changes in bacterial composition persisted long after drug withdrawal. While intentional disruption of the gut microbiome using antibiotic cocktails can suppress immune function in the brain, mice exposed to chronic dox treatment were able to mount a robust neuroinflammatory reaction to systemic LPS challenge. These findings allayed concern that dox treatment would impair neuroimmune responses as an unwanted artifact in studies of dox-controlled transgenic models of neurodegenerative disease. Controllable transgenic models offer a valuable tool for experimentally manipulating disease onset and region of interest, and the findings offered here provide a clearer understanding of their potential use and actual limitations.

### Supplementary Information

**Additional file 1.** Supplementary Table 1.

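Supplementary Table 1 lists, for each of 5 comparisons between the groups, the panel features whose FDR lay under 0.05. Each line gives a gene symbol, the log2 fold change, the mean log2 expression level (log2CPM), the likelihood ratio statistic, its p-value and the FDR after Benjamini-Hochberg adjustment. The log2 fold change threshold of the paper's methods is not applied in the table, so only part of the listed genes count as DEGs there. The comparison of Dox with Untreated mice is not among the 5. C5ar1 and Hcar2, a metabolite receptor of myeloid cells, head its list for LPS against Untreated mice. In the counts of the same mice, Hcar2 was under background in every Untreated mouse and at least 3.27-fold higher in LPS mice, which had 65.9 ± 12.5 normalized counts (SD, n = 5).

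Of the 175 genes past the threshold in LPS against Untreated mice, 156 are also past it in the table, and of the 204 genes in Dox+LPS against Dox mice, 196 are. For LPS against Dox mice 160 of 175 genes are shared, and for Dox+LPS against Untreated mice 190 of 198. For Dox+LPS against LPS mice 5 genes are past both thresholds in the table, and 0 of them passed in these counts. For LPS against Dox mice 127 of the 175 genes were upregulated and 48 downregulated (150 and 29 with housekeeping scaling, 157 and 212 with adjusted p alone), 406 genes had an unadjusted p under 0.05, and over all 770 genes the groups did not overlap for 295 (chance share 1.59%). For Dox+LPS against Untreated mice 148 of the 198 were upregulated and 50 downregulated (176 and 30 with positive control scaling, 202 and 256 with adjusted p alone), 486 had an unadjusted p under 0.05, and over all 770 genes the groups did not overlap for 251 (chance share 0.0666%). Every panel gene in the 5 lists of the table has the same sign of fold change in these counts.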

## Abbreviations

AD: Alzheimer’s disease
APP: Amyloid precursor protein
ATIMA: Agile Toolkit for Incisive Microbial Analyses
DEG: Differentially expressed gene
dox: Doxycycline
FC: Fold change
GFAP: Glial fibrillary acidic protein
Iba1: Ionized calcium-binding adaptor protein-1
OTUs: Operational taxonomic unit
i.p.: Intraperitoneal
LPS: Lipopolysaccharide
PBS: Phosphate buffered saline
PCoA: Principal coordinate analysis
RT: Room temperature
Tg: Transgenic
tTA: Tetracycline transactivator
TBS: Tris-buffered saline
wk: Weeks
WT: Wild-type

How the deposited data were processed for this re-analysis (not part of the article)

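Cortical RNA of 23 WT mice was counted with the nCounter Mouse Neuroinflammation panel, in 8 Untreated, 4 Dox, 5 LPS and 6 Dox+LPS mice. The panel has 784 probes, of which 757 measure endogenous genes, 13 housekeeping genes, 6 positive controls and 8 negative controls. The authors deposited a count table as exported from the instrument, whose probe values are whole counts and which stand in the record as estimated counts because header lines in the same columns hold decimals. One further column of that table belongs to none of the 23 mice and was left out. The authors also deposited a signal value per probe and mouse, made by their upper quartile and RUVg normalization, and these values were tested and found to be fitted values of a model, so no comparison uses them. Their methods name edgeR 3.38.4, RUVSeq, the likelihood ratio test and Benjamini-Hochberg adjustment, and the paper's text does not name the number of RUVg factors.

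Sample groups follow the labels, and replicates are numbered within a group by mouse number. The files pair no mice. Counts of the 770 genes were scaled by the upper quartile and compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, in a fit with a mean per group over all mice. A gene counted as changed at an adjusted p under 0.05 and an absolute log2 fold change above 0.5. The comparisons were LPS against Untreated, Dox+LPS against Dox, Dox against Untreated, Dox+LPS against LPS, LPS against Dox, Dox+LPS against Untreated, the interaction of LPS and dox, and female against male with group as a covariate. The main tests and most alternatives were fixed before the data were examined. Normalized counts are counts divided by the scaled library size relative to its mean over mice. No filter on low counts was applied, and a gene was called under background in a mouse when its count did not exceed the mean plus 2 SD of the negative control probes. Where every mouse of a group was under background, a fold is given as a lower limit against that background. Principal components used log2 values with a pseudocount of 1, centered per gene and not scaled.

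Named genes were those the paper names in its text or Fig. 6, Zbp1 and Gpr34 from its Table S1, the 10 largest changes each way in both LPS comparisons among genes above background, and up to 4 members of each gene list with the smallest p. Table S1 had been read before this rule and the lists were written. The 23 lists covered complement, interferon response, chemokines, Toll-like receptor, NF-kB and interleukin 1 signalling, homeostatic microglia, activated microglia and phagocytes, astrocyte identity, pan-reactive, A1 and A2 reactive astrocytes, oligodendrocyte and myelin, neuronal and synaptic, immediate early, endothelial, neutrophil, T cell, B cell, NK and cytotoxic cell, perivascular macrophage, chromatin regulator, autophagy and lysosome, and housekeeping genes, and the genes named in the paper. Lists were tested with fry of limma 3.58.1 on voom values. Fry tests whether members move on balance one way and does not compare a list with other genes.

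Exact permutation tests enumerated every regrouping, and permutation tests with more mice used 100000 draws. Tests of differences were two-sided, and tests of variance shares and nearest-neighbor counts one-sided. Alternatives were TMM, RLE, housekeeping and positive control scaling, the likelihood ratio test, DESeq2 1.42.0, limma-voom, 1 or 2 RUVg factors, filters on low counts, background subtraction, other thresholds, sex as a covariate, each sex alone, and each mouse left out in turn. A further alternative left out the 3 Untreated mice whose mouse numbers are of another series. RUVSeq was not available, and the RUVg factors were computed from its published description. Alternatives chosen after the data had been seen were leaving out LPS replicate 3 and Untreated replicate 3 together, nearest-neighbor counts, list scores per mouse, permutation within sexes, the interaction of sex and LPS, counts of list members without the genes that the paper names, and counts over all genes of groups that do not overlap.

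Panel counts per mouse ranged from 645971 to 804471. The test was tried on simulated data with 200 changed genes in each of 10 simulations. It recovered 66.9% to 70.5% of changes of 0.6 on the log2 scale and 93.4% to 96.7% of changes of 1, and 1.25% to 2.08% of calls were false. Where few genes change, the adjustment of p is stricter. These shares therefore do not carry over to the comparisons by dox. All LPS-injected mice were on a cartridge of their own, so cartridge and LPS cannot be told apart.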

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

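The tests of the weak and the raised mouse, of the sex of the mice and of leaving out LPS replicate 3 were chosen only after the result was seen. So were the counts of list members that the paper does not name in its text or Fig. 6. Over 74 measures in 4 groups, 296 groups were tested for a mouse far from the others of its group. 26 values in 8 mice stood apart, where chance gives about 14.8. That figure holds for independent, normally distributed values, while most of these measures are counts of related genes named in the text. The excess is therefore no evidence by itself, and the 3 values of Dox replicate 4 follow from its sex.

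In LPS replicate 3 the score on principal component 1 was 3.22 (11.0 to 13.4 in the other LPS mice). Its Lcn2 count was 5450 (10700 to 11900) and its Srgn count 440 (712 to 766), while Fcrls at 150 (70.3 to 84.3) and Tubb3 at 4540 (3870 to 4050) were high. In Untreated replicate 3 the mean log2 level of LPS-induced genes was 6.3 (5.78 to 6.0 in the other Untreated mice). Its counts were high for Lcn2 at 733 (13.6 to 128), Ifitm3 at 705 (287 to 394), Cp at 369 (176 to 265), Ifitm2 at 336 (205 to 248), C3ar1 at 85.5 (43.6 to 61.6) and Irf7 at 68 (21.7 to 34).

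LPS replicate 2 had high counts of immediate early genes, with Arc at 1200 (274 to 449), Fos at 554 (99.3 to 165) and Egr1 at 5390 (1580 to 2160), and of Tnfrsf13c, under background in every mouse, at 11.4 (7.03 to 7.65). Dox+LPS replicate 1 had Steap4 at 369 (103 to 192), Fpr1 at 65.5 (18.4 to 31.8), Gusb at 92.5 (136 to 158) and Cd163 at 13.5 (30.8 to 40.5). Dox replicate 4, the only male of its group, had a score on principal component 2 of 3.69 (-4.19 to -3.16), Uty at 317 (5.33 to 13.4) and Kdm5d at 285 (10.2 to 18.1). Dox replicate 3 had Slc2a5 at 116 (80 to 83.1). Single values stood apart for Siglec1 in LPS replicate 1 at 27.3 (18 to 20.1) and for Foxp3, under background in every mouse, in Untreated replicate 1 at 6.37 (11.5 to 13.2).

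Among genes that the paper does not name in its text or Fig. 6, LPS changed at least 50% of the measured members of 12 lists in both dox conditions. The paper's Table S1 holds 156 of the 175 genes called here for LPS against Untreated mice. The lists were written after it had been read, so these counts are not independent of it. In dox-untreated mice these were 8 complement genes, 17 interferon response genes, 4 chemokines, 21 genes of Toll-like receptor, NF-kB and interleukin 1 signalling, 14 activated microglia genes, 5 pan-reactive, 7 A1 reactive and 7 A2 reactive astrocyte genes, 11 oligodendrocyte and myelin genes, 4 immediate early genes, 4 neutrophil genes and 4 perivascular macrophage genes. Some of the 12 lists share members, so their counts are not separate results. A further 7 lists had at least 1 such member changed in dox-untreated mice.

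LPS replicate 3 had a low level of LPS-induced genes. Lower depth is argued against by its 685939 panel counts, within the 645971 to 804471 of the other mice. A swapped label is argued against by a mean log2 level of LPS-induced genes of 6.899, above the highest saline-injected mouse (6.302). Mixing with RNA of a saline-injected mouse would move induced and repressed genes toward saline levels by the same fraction. The induced genes stood at a median of 0.437 of the way from saline to LPS levels (0.775 to 1.35 in the other 10 LPS-injected mice). The repressed genes stood at 0.932, within the 0.838 to 1.10 of those mice. The difference of medians was -0.495, against -0.161 to 0.499 in the others, and LPS replicate 2 had a gap of like size the other way. Since another mouse had such a gap, the values cannot decide on mixing, which stays open. This reading was set after the values were seen. No biological explanation was tested.

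Untreated replicate 3 had raised LPS-induced genes. A swapped label is argued against by their mean log2 level of 6.302, under the lowest LPS-injected mouse (6.899). Carry-over of RNA from an LPS-injected mouse stays open: at the best source, Dox+LPS replicate 1 at 3.5%, 4 of 29 strongly induced genes were off by more than 2 SD, against at most 3 in the other Untreated mice, and the margin for reading this count was set after it was seen. No biological explanation was tested.

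LPS-induced genes had a mean log2 level higher by 0.305 in Dox+LPS than in LPS mice. The mean of the differences within males (0.474) and within females (0.111) was 0.293 (exact permutation p = 0.01 for dox within the sexes). The groups were nearly balanced for sex, with 3 males in each and 3 and 2 females. This test could therefore hardly have pointed to sex, and no conclusion on sex is drawn from it. The difference within males includes LPS replicate 3, a male. The weak responder LPS replicate 3 stays open, as the difference without it was 0.176 (exact permutation p = 0.0762, and 0.02 within the sexes). Prior dox also stays open, and cannot be told apart from lane order, since dox-treated mice took the later lanes.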

How the results depend on the processing

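Leaving out LPS replicate 3 and Untreated replicate 3 together and the nearest-neighbor alternatives were chosen only after the result was seen. The other tests, the filters, background subtraction and the subsets of mice other than leaving out 1 were planned for gene counts and added for named genes afterward. No changed gene named reversed its direction in any fit that kept it. With adjusted p alone, upregulated genes were no longer the majority: they made up 44% in LPS against Untreated, 44.08% in Dox+LPS against Dox, 42.55% in LPS against Dox and 44.1% in Dox+LPS against Untreated, against 73.71%, 73.53%, 72.57% and 74.75% at the stated threshold. The balance of 3 gene lists that passed fry reversed. Astrocyte identity and autophagy and lysosome genes turned with housekeeping scaling in both dox conditions and with positive control scaling in dox-untreated mice, and housekeeping genes with positive control scaling in dox-untreated mice. Where a value moved, the cause was not tested unless fewer genes or mice entered by construction.

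With adjusted p alone, the genes changed were 400 in LPS against Untreated, 431 in Dox+LPS against Dox, 369 in LPS against Dox, 458 in Dox+LPS against Untreated and 4 in female against male. With an absolute log2 fold change above 1, they were 90, 111, 91 and 108 in the 4 LPS comparisons. The wider and the stricter threshold change these counts by construction. For Dox+LPS against LPS, DESeq2 gave 2 genes, 1 RUVg factor 1, 2 RUVg factors 1, 1 RUVg factor with the likelihood ratio test and all probes 2, and females only 1 (Olfml3, named after its values were seen). For the interaction, 1 RUVg factor with the likelihood ratio test and all probes gave 3. Leaving out both mice that stood apart gave 6 genes between the sexes.

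The share of genes of dox-treated mice was 90.86% in the reverse direction and 83.25% with positive control scaling. Without the 3 Untreated mice of another number series it was 74.26%. The correlation was 0.9684 for genes above background. Principal component 1 held 43.5% with genes scaled, 86.38% with the genes changed by LPS, 72.45% with pseudocount 5 and 71.92% without both mice that stood apart. Sex held 3.092% with genes scaled and 0.6954% with the genes changed by LPS. Among LPS-injected mice, the nearest neighbor had the same dox condition for 8 with all panel genes, 8 with unscaled values and 7 with correlation distance.

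Leaving out 1 mouse at a time gave 164 to 181 genes in LPS against Untreated, 190 to 207 in Dox+LPS against Dox, 161 to 185 in LPS against Dox, 190 to 205 in Dox+LPS against Untreated and 2 to 7 between the sexes, with 7 without LPS replicate 3. The share was 72.2% to 82.11%, the correlation 0.9341 to 0.9613, principal component 1 68.77% to 71.01%, LPS 65.64% to 69.55%, sex 6.04% to 6.499% and dox 5.131% to 9.884%. Without Untreated replicate 3 the share of dox was 6.314% and passed its permutation test. Both dox comparisons, the interaction and the first split of the clustering gave 0 each time.

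At the stated threshold, 73 of 94 named genes kept their call in LPS against Untreated over 43 settings, with 12 lost and 9 gained under some setting. In Dox+LPS against Dox 81 of 93 did over 42 settings, with 8 lost and 4 gained. In Dox+LPS against LPS 10 of 13 did over 43 settings, and Cxcl9, Cxcl10 and Amigo2 gained a call. In the interaction 11 of 13 did over 41 settings, and Cxcl9 and Amigo2 gained one. Fits of only the groups compared were not run for the interaction and for sex, nor fits of males only for comparisons with the 1 male Dox mouse. Genes under background in every mouse, such as Trem1, are limited by their counts.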

Differences from the paper's values

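No test was chosen after the result was seen in this part. The alternatives named were set before the data were examined. For named genes these were 8, the other scalings, RUVg factors and sex as a covariate, beside leaving out 1 mouse. A fold change below is said to differ when it lay more than 1 standard error of the main edgeR fit from the paper's value. That error measures the spread over mice, and both values come from the same mice. The rule therefore marks the size of a difference and is no test.

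For Dox+LPS against LPS, the paper's Table S1 lists 4 upregulated genes and 1 downregulated gene at the stated threshold, and the counts gave 0 and 0 by edgeR. Both differ under all 44 alternatives. Upregulated genes reached 2 with DESeq2 (Cxcl9 and Cxcl10) and with 1 RUVg factor, the likelihood ratio test and all probes (Cxcl9 and Amigo2), and 1 or 2 RUVg factors alone gave Cxcl9. Fig. 6C names Cxcl9, Cxcl10 and Amigo2, and no single setting called all 3.

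For LPS against Untreated, the paper's log2 fold change in Table S1 is -1.772 for P2ry12 and -1.934 for Gpr34, and here they were -2.259 and -2.324, differing under all 8 alternatives. The paper's values are 2.252 for C5ar1, 3.808 for Timp1, 0.5815 for Cxcl9 and 2.222 for Zbp1, and here they were 2.446, 4.229, 1.011 and 2.461. Timp1 and Cxcl9 were above background in 1 of the 8 Untreated mice. These 4 differ under 5 of 8 alternatives and not with 1 RUVg factor, 2 RUVg factors, or 1 RUVg factor with the likelihood ratio test and all probes. For Dox+LPS against LPS the paper's value is -0.7645 for Gpr34, against -0.4287 here, differing under all 8 alternatives. For Cxcl9 it is 1.085, against 0.8781 here, differing under 0 of 8 alternatives.

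The paper's text states that LPS upregulated 120 and downregulated 48 genes in dox-untreated mice and 149 and 49 in dox-treated mice, and here the counts were 129, 46, 150 and 54. At the stated threshold its Table S1 holds 131, 39, 150 and 48. With 1 RUVg factor, the likelihood ratio test and all probes the counts were 121, 48, 148 and 50. The paper states an overlap above 90% as a share of the genes of dox-treated mice. Here that share was 77.94% (77.27% in its Table S1), and 90.86% (90% in its Table S1) as a share of the genes of dox-untreated mice.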

Other observations

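List scores per mouse, the test of sex by LPS and the reading of the deposited processed values were chosen only after the result was seen.

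All 4 perivascular macrophage genes rose after LPS in both dox conditions (fry adjusted p = 2.2e-08 in dox-untreated and 4.7e-08 in dox-treated mice). Marco, a scavenger receptor, was at least 4.98-fold and 5.05-fold higher, and Ms4a4a had log2 fold changes of 2.30 and 2.33. Of 6 neutrophil genes 4 passed as higher in each (fry adjusted p = 0.00013 and 0.000125). Il1r2, a decoy receptor of interleukin 1, was at least 3.14-fold and 3.12-fold higher. It is also in the list of Toll-like receptor, NF-kB and interleukin 1 signalling, and the macrophage gene Siglec1 is in the interferon response list. Fpr1 lay under background in every saline-injected mouse and Trem1 in every mouse. Of 10 endothelial genes 3 and 4 rose, with Pecam1 at 0.57 and 0.54 (fry adjusted p = 0.0383 and 0.17). In dox-untreated mice the endothelial list passed fry in 19 of 31 settings, with an adjusted p of 0.0616 without LPS replicate 3 and of up to 0.123, the value with 1 RUVg factor. The counts of these 3 lists were the same when adjusted over the list alone.

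Of 9 T cell genes 1 passed as lower in each condition, Foxp3 in dox-untreated mice and Cd6 at -0.83 in dox-treated mice (0 and 1 adjusted over the list alone, fry adjusted p = 0.597 and 0.356). Foxp3 lay under background in every mouse, so no size of its change is given. Of 8 B cell genes 0 and 2 passed as lower, Tnfrsf17 and Tnfrsf13c, of which Tnfrsf13c lay under background in every mouse and Tnfrsf17 in every LPS-injected mouse (0 in each adjusted over the list alone, fry adjusted p = 0.00181 and 0.0272). The B cell call was lost with positive control scaling in dox-untreated mice (adjusted p = 0.0879), and in dox-treated mice it held in 24 of 31 settings, with an adjusted p of up to 0.991 with housekeeping scaling. Of 11 NK and cytotoxic cell genes 1 rose in each, Cd244, which lay under background in every saline-injected mouse (1 adjusted over the list alone, fry adjusted p = 0.0091 and 0.52, the first being 0.0525 with 1 RUVg factor).

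Chromatin regulators had 0 of 59 members changed and autophagy and lysosome genes 0 of 18, also adjusted over the list alone. Fry placed both lower on balance (adjusted p = 1.4e-05 and 2.2e-05 for chromatin, 0.0177 and 2.5e-05 for autophagy). For chromatin this ended with positive control scaling in dox-untreated mice (0.641) and with housekeeping scaling in dox-treated mice (0.991), and for autophagy the direction turned with housekeeping scaling in both and with positive control scaling in dox-untreated mice. The call held in 30 and 29 of 31 settings for chromatin and in 23 and 29 for autophagy, whose highest adjusted p was 0.649 with TMM scaling in dox-untreated mice. Of 13 housekeeping genes Gusb alone rose, at 0.55 in dox-untreated mice, and the list was lower on balance (fry adjusted p = 0.00176 and 2.2e-05), turning with positive control scaling in dox-untreated mice and passing in 29 of 31 settings in each.

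Between Dox+LPS and LPS mice, the mean log2 level per mouse of A1 reactive astrocyte genes differed by 0.475 (exact permutation p = 0.00649, above the LPS mean in 6 of 6 Dox+LPS mice), of interferon response genes by 0.433 (exact permutation p = 0.013, 6 of 6), of chemokines by 0.59 (exact permutation p = 0.0281, 6 of 6) and of neuronal genes by -0.072 (exact permutation p = 0.00866, 0 of 6). The interferon list shares members with the A1 and the chemokine lists, so their scores are no separate results. Over the 23 lists the lowest adjusted p was 0.0996, and 0.292 without LPS replicate 3. The score on principal component 1 was 14.3 ± 2.02 (SD, n = 6) in Dox+LPS and 10.5 ± 4.18 (SD, n = 5) in LPS mice (exact permutation p = 0.0455, and 0.129 without LPS replicate 3). The mean log2 level of genes lowered by LPS was 8.08 and 8.13 (exact permutation p = 0.53).

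Other splits of the mice into groups of the same sizes were drawn 100 times for each comparison, the real one included. No other split changed as many genes for LPS against Untreated (175 genes, highest other split 146) or Dox+LPS against Dox (204, 116). The same held for LPS against Dox (175, 116), Dox+LPS against Untreated (198, 113) and female against male (2, 1). With 100 splits, 1 as large is the lowest possible count, so chance is limited only to about 1 in 100. The 2 genes between the sexes, Uty and Kdm5d, are Y-linked and follow from sex itself. In the LPS comparisons cartridge changes with LPS, so the splits do not separate the 2. For Dox against Untreated (0 genes, highest other split 2), Dox+LPS against LPS (0, 3) and the interaction (0, 1) no gene was called, so all 100 splits are as large by construction and the count says nothing about chance.

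With 1 control-probe factor 2 genes were called, Cxcl9 and Amigo2. Of 100 factors shuffled over the mice, the real one included, 16 called as many genes, up to 11. A count of 2 genes could therefore come from a chance factor. Which genes the shuffled factors called was not checked, so no conclusion on Cxcl9 or Amigo2 themselves is drawn. Cxcl9 also passed with DESeq2, without a factor.

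The deposited processed values have rank 6 over all mice and rank 2 within groups, and 99.95% of a RUVg factor from the control probes lies in their span within groups, against 15.7% of a factor from the housekeeping genes. Their median SD within groups on the log2 scale was 0.0935, against 0.199 for raw counts.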
